# Multiple *pals* gene modules control a balance between immunity and development in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.ppat.1011120

**Published:** 2023-07-18

**Authors:** Vladimir Lažetić, Michael J. Blanchard, Theresa Bui, Emily R. Troemel

## Abstract

The immune system continually battles against pathogen-induced pressures, which often leads to the evolutionary expansion of immune gene families in a species-specific manner. For example, the *pals* gene family expanded to 39 members in the *Caenorhabditis elegans* genome, in comparison to a single mammalian *pals* ortholog. Our previous studies have revealed that two members of this family, *pals-22* and *pals-25*, act as antagonistic paralogs to control the Intracellular Pathogen Response (IPR). The IPR is a protective transcriptional response, which is activated upon infection by two molecularly distinct natural intracellular pathogens of *C*. *elegans*–the Orsay virus and the fungus *Nematocida parisii* from the microsporidia phylum. In this study, we identify a previously uncharacterized member of the *pals* family, *pals-17*, as a newly described negative regulator of the IPR. *pals-17* mutants show constitutive upregulation of IPR gene expression, increased immunity against intracellular pathogens, as well as impaired development and reproduction. We also find that two other previously uncharacterized *pals* genes, *pals-20* and *pals-16*, are positive regulators of the IPR, acting downstream of *pals-17*. These positive regulators reverse the effects caused by the loss of *pals-17* on IPR gene expression, immunity, and development. We show that the negative IPR regulator protein PALS-17 and the positive IPR regulator protein PALS-20 colocalize inside and at the apical side of intestinal epithelial cells, which are the sites of infection for IPR-inducing pathogens. In summary, our study demonstrates that several *pals* genes from the expanded *pals* gene family act as ON/OFF switch modules to regulate a balance between organismal development and immunity against natural intracellular pathogens in *C*. *elegans*.

## Author summary

Immune responses induce extensive rewiring of host physiology. In the short term, these changes are generally beneficial as they can promote resistance against infection. However, prolonged activation of immune responses can have serious negative consequences on host health, including impaired organismal development and fitness. Therefore, the balance between activating the immune system and promoting development must be precisely regulated. In this study, we used genetics to identify a gene in the roundworm *Caenorhabditis elegans* called *pals-17* that acts as a repressor of the Intracellular Pathogen Response (IPR), a defense response against viral and microsporidian infections. We also found that *pals-17* is required for the normal development of these animals. Furthermore, we identified two other *pals* genes, *pals-20* and *pals-16*, as suppressors of *pals-17* mutant phenotypes. Finally, we found that PALS-17 and PALS-20 proteins colocalize inside intestinal cells, where viruses and microsporidia invade and replicate in the host. Taken together, our study demonstrates a balance between organismal development and immunity that is regulated by several genetic ON/OFF switch modules in *C*. *elegans*.

## Introduction

Organismal survival and evolutionary success require organisms to balance the demands of defense against infection with the demands of development and reproduction. Research from several organisms has demonstrated that there can be trade-offs between the demands for immunity and the demands for growth. For example, enhancing immune responses in plants often leads to impaired growth and lowered crop yields, a trade-off that is regulated by secondary messengers and phytohormones [1–3]. Similarly, immune pathways have been shown to impact the development of the nematode *Caenorhabditis elegans*. For example, upregulation of the PMK-1 p38 MAPK immune pathway, such as by mutations in the genes *nipi-3* and *olrn-1*, is detrimental to development [4–8]. However, there is still much to be learned about the mechanisms by which animals tune the balance between growth and defense in order to promote their overall survival and reproduction.

Recently, we described a genetic switch in *C*. *elegans* that regulates a balance between growth and immunity [9,10]. Through forward genetic screening, we found that the *pals-22* gene represses a set of immunity-related genes called the Intracellular Pathogen Response (IPR) genes, which are activated upon infection by natural intracellular pathogens of the *C*. *elegans* intestine–the Orsay virus and the fungus *Nematocida parisii* from the microsporidia phylum [11–15]. In the absence of infection, mutations in *pals-22* lead to constitutive expression of IPR genes, increased immunity against intracellular pathogens, and slowed growth. Through suppressor screens, we found that mutations in the *pals-25* gene reverse *pals-22* mutant phenotypes back to wild-type, indicating that *pals-25* is required for mediating the effects caused by the loss of *pals-22* [9]. Thus, the antagonistic paralogs *pals-25* and *pals-22* comprise an ON/OFF switch module that increases immunity with an associated cost of slowed growth.

Genes in the *pals* family encode proteins that contain the ALS2CR12 domain, a divergent amino acid signature of unknown biochemical function [11,16]. Genes associated with immunity often undergo species-specific expansion [17,18], and accordingly, there are 39 *pals* genes found in *C*. *elegans*, and only a single *pals* gene found each in mice and humans, with no reported function in those organisms. The *C*. *elegans pals-22* and *pals-25* genes are co-expressed in an operon, and most *pals* genes in *C*. *elegans* are clustered together in the genome, suggesting that they resulted from gene duplication events. The *pals* gene family exhibits sequence divergence and species-specific changes in gene number within species of the *Caenorhabditis* genus. While *C*. *elegans* has 39 *pals* genes, there are 18 *pals* genes in *C*. *remanei*, and only 8 *pals* genes each in *C*. *briggsae* and *C*. *brenneri* [16]. Of the 39 *pals* genes in *C*. *elegans*, 26 of them are upregulated by IPR triggers, including the *pals-5* gene, which is commonly used as a reporter for the IPR (*pals-5*p::GFP) [11]. Notably, *pals-22* and *pals-25* are not induced by infection, leading to the hypothesis that non-induced *pals* genes serve as regulators of induced *pals* genes.

Here, through a forward genetic screen for mutants that have constitutive *pals-5*p::GFP expression in the absence of infection, we identify *pals-17* as a new negative regulator of IPR gene expression, acting independently of *pals-22*. Through targeted RNA interference (RNAi) screening of non-induced *pals* genes, we identify *pals-20* and *pals-16* as two positive regulators that act downstream of *pals-17* to induce IPR gene expression. Notably, *pals-17*, *pals-20*, and *pals-16* are not induced by infection, similar to *pals-22* and *pals-25*, supporting the hypothesis that non-induced *pals* genes are regulators of induced *pals* genes. We show that PALS-17 and PALS-20 proteins are co-expressed in the intestine. We also find that point mutations in *pals-17* lead to slowed growth and increased immunity against natural intracellular pathogens of the intestine, while a full *pals-17* deletion leads to developmental arrest. The immunity and growth phenotypes of *pals-17* mutants are dependent on the positive IPR regulators *pals-16* and *pals-20*. Consistent with *pals-20* being an activator of the IPR, we find that overexpression of *pals-20* in a wild-type background promotes resistance to viral infection. Altogether, these results identify PALS-17 as a negative regulator of the IPR similar to PALS-22, and PALS-16 and PALS-20 as positive regulators of the IPR similar to PALS-25. These findings indicate there are two separate modules of IPR regulators including the PALS-22/25 module and PALS-16/17/20 module, highlighting how PALS proteins in *C*. *elegans* have extensive control over the balance between growth and immunity, which is critical for organismal success.

## Results

### *pals-17* is a negative regulator of the IPR and an essential gene

To identify novel regulators of the IPR, we performed a forward genetic screen for mutations that cause constitutive expression of the transcriptional IPR reporter *pals-5*p::GFP (*jyIs8*). Here, we mutagenized a strain that has loss-of-function mutations in *pals-22* and *pals-25*, two previously identified regulators of the IPR. We performed the screen in this double mutant to prevent isolation of new alleles of *pals-22* or *pals-25*. By screening 33,504 haploid genomes, we recovered four alleles exhibiting constitutive *pals-5*p::GFP expression, all of which complemented each other. In this study, we focus on the *jy74* allele, which shows a strong constitutive expression of the *pals-5*p::GFP reporter in intestinal epithelial cells in the absence of infection (Fig 1A–1D and S1 Table). Whole-genome sequencing of *jy74* mutants identified a mutation in the gene *pals-17* (Fig 1E). Specifically, the *jy74* allele has guanine 325 mutated into adenine, which is predicted to affect splicing between the third and fourth exons of *pals-17*. *pals-17*, like *pals-22* and *pals-25*, belongs to the clade of *pals* genes that are not induced upon intracellular infection [9–12]. To confirm that the mutation in *pals-17* is responsible for the upregulated expression of the *pals-5*p::GFP reporter, we introduced a fosmid containing a wild-type copy of *pals-17* into *pals-22(-) pals-25(-) pals-17(jy74)* mutants. We observed a decrease in *pals-5*p::GFP expression in animals carrying the *pals-17* fosmid array compared to their siblings without the array (Fig 1F). This observation indicates that loss of *pals-17* function is responsible for constitutive *pals-5*p::GFP expression in *jy74* mutants.

**Fig 1:**
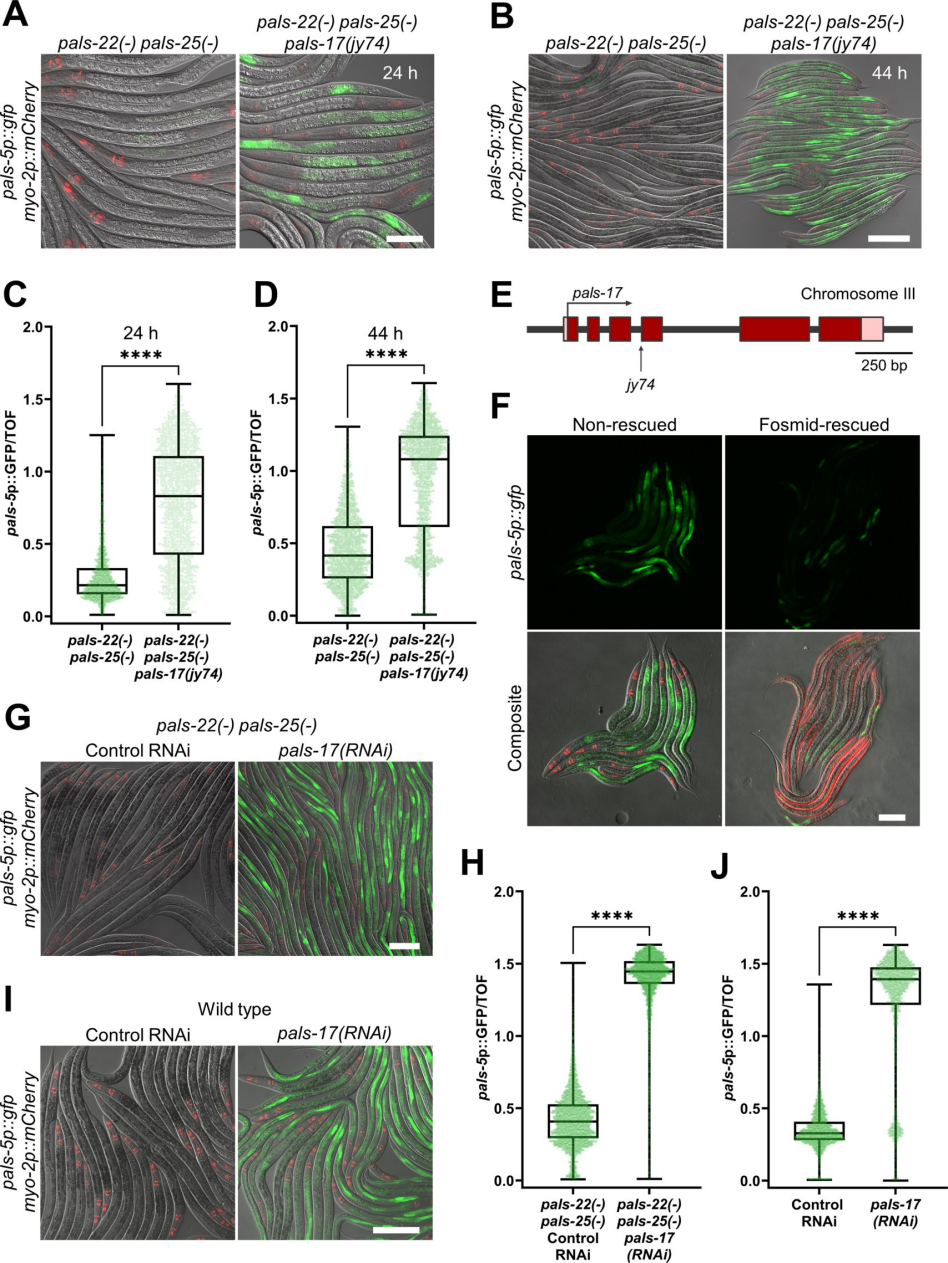
*pals-17* is a negative regulator of *pals-5*p::GFP expression. (A-D) *pals-17(jy74)* mutants show increased *pals-5*p::GFP expression. Representative images of synchronized populations of the control *pals-22(-) pals-25(-)* strain and *pals-22(-) pals-25(-) pals-17(jy74)* mutants grown for 24 h (A) or 44 h (B) at 20°C from L1 stage. Red, green and DIC channels were merged. *myo-2p*::*mCherry* co-injection marker is shown in red. Scale bars, 50 μm (A) and 200 μm (B). Levels of *pals-5*p::GFP expression standardized to time-of-flight (TOF) are indicated by box-and-whisker plots for the control strain and *pals-17(jy74)* mutants grown for 24 h (C) or 44 h (D) at 20°C from L1 stage. (E) *pals-17* gene structure. Exons are indicated with red boxes, 5’ and 3’ UTRs are shown with pink boxes. *jy74* mutation, indicated with vertical arrow, alters the predicted splice site for the fourth exon. The horizontal arrow indicates the direction of transcription. (F) A rescuing fosmid containing wild-type *pals-17*, injected together with the *myo-3p*::*mCherry* body-wall muscle marker, reduces *pals-5*p::GFP expression in *pals-17(jy74)* mutant animals (right), compared to their *pals-17(jy74)* mutant siblings that do not contain the fosmid (left). Red, green and DIC channels were merged in the composite images. *myo-2*p::mCherry and *myo-3*p::mCherry co-injection markers are shown in red. Scale bar, 100 μm. (G-J) *pals-17* RNAi increases *pals-5*p::GFP expression in *pals-22(-) pals-25(-)* mutants and wild-type animals. Representative images of synchronized L4 stage populations of the *pals-22(-) pals-25(-)* (G) and wild-type animals (I) grown on the control RNAi vector and *pals-17* RNAi plates. Red, green and DIC channels were merged. *myo-2*p::mCherry co-injection marker is shown in red. Scale bars, 50 μm. (H, J) Box-and-whisker plots of *pals-5*p::GFP expression levels standardized to TOF following control RNAi and *pals-17* RNAi treatments of *pals-22(-) pals-25(-)* mutants (H) and wild-type animals (J). (C, D, H, J) Lines in box-and-whisker plots represent the medians, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend from the box bounds to the minimum and maximum values. Green dots represent individual values for each animal; 600 (C), 800 (D), 1200 (H) and 750 animals (J) were analyzed per strain per each of the three replicates. A Kolmogorov-Smirnov test was used to calculate p-values; **** p < 0.0001.

To further confirm the role of *pals-17* in *pals-5*p::GFP regulation, we treated *pals-22 pals-25* double mutant animals with *pals-17* RNAi. Upon knockdown of *pals-17*, we observed increased expression of the *pals-5*p::GFP reporter, consistent with *pals-17* acting as a negative regulator (Fig 1G and 1H and S1 Table). Next, we investigated whether loss of *pals-17* induces *pals-5*p::GFP expression in the presence of functional *pals-22* and *pals-25*. Here, we performed the same RNAi analysis in a wild-type background and observed that *pals-5*p::GFP expression was significantly induced following *pals-17* RNAi treatment (Fig 1I and 1J and S1 Table). Thus, loss of *pals-17* causes upregulation of *pals-5*p::GFP expression in both a wild-type background and a *pals-22 pals-25* mutant background, suggesting that *pals-17* acts independently of *pals-22* and *pals-25*.

We next examined if the loss of *pals-17* upregulates ZIP-1::GFP expression. In recent work, we demonstrated that ZIP-1 is a transcription factor that promotes immunity against intracellular pathogens. IPR triggers require ZIP-1 for induction of the *pals-5*p::GFP reporter and increase ZIP-1::GFP nuclear expression [10,19]. Here, we found that *pals-17* RNAi induces expression of ZIP-1::GFP in intestinal nuclei (S1 Fig), similar to other IPR triggers [10,19].

To determine the null phenotype of *pals-17*, the entire coding region of *pals-17* was deleted to generate the *pals-17(Δ)* allele (S2A Fig). We found that these *pals-17(Δ)* null mutants failed to develop past an early larval stage (approximately first larval stage L1 to second larval stage L2), indicating that *pals-17* is an essential gene (S2B Fig). To quantify this effect, we measured the body length of progeny from a balanced *pals-17(Δ)/sC1(s2023)[dpy-1(s2170) umnIs21]* strain and observed significantly smaller body size for *pals-17* homozygotes in comparison to their *pals-17* heterozygous siblings, Dpy (wild-type *pals-17*) siblings, and wild-type control animals (S2C Fig and S1 Table). Notably, we observed that this larval arrest phenotype is 100% penetrant, as all *pals-17(Δ)* homozygotes failed to develop into adults (60/60 from three replicates). In summary, our analyses demonstrate that *pals-17* is a negative regulator of the IPR reporter and is essential for *C*. *elegans* development.

### Loss of *pals-20* partially suppresses *pals-17* mutant phenotypes

The analysis above indicates that wild-type *pals-17* acts as a repressor of IPR gene expression, similar to wild-type *pals-22*. Activation of the IPR in *pals-22* mutants requires the *pals-25* gene, which is immediately downstream of *pals-22* in the genome as part of an operon [9]. Therefore, we hypothesized that a gene positioned immediately downstream of *pals-17* might antagonize *pals-17* function, similar to how *pals-25* antagonizes *pals-22* function. Because *pals-20* is the closest neighbor of *pals-17* in the genome (although they are not in an operon), we performed RNAi against *pals-20* in *pals-22(-) pals-25(-) pals-17(jy74)* mutants and examined *pals-5*p::GFP expression. Notably, we observed a decrease in GFP reporter expression in *pals-20(RNAi)* animals compared to control RNAi, indicating that *pals-20* may be an activator of the IPR (Fig 2A).

**Fig 2:**
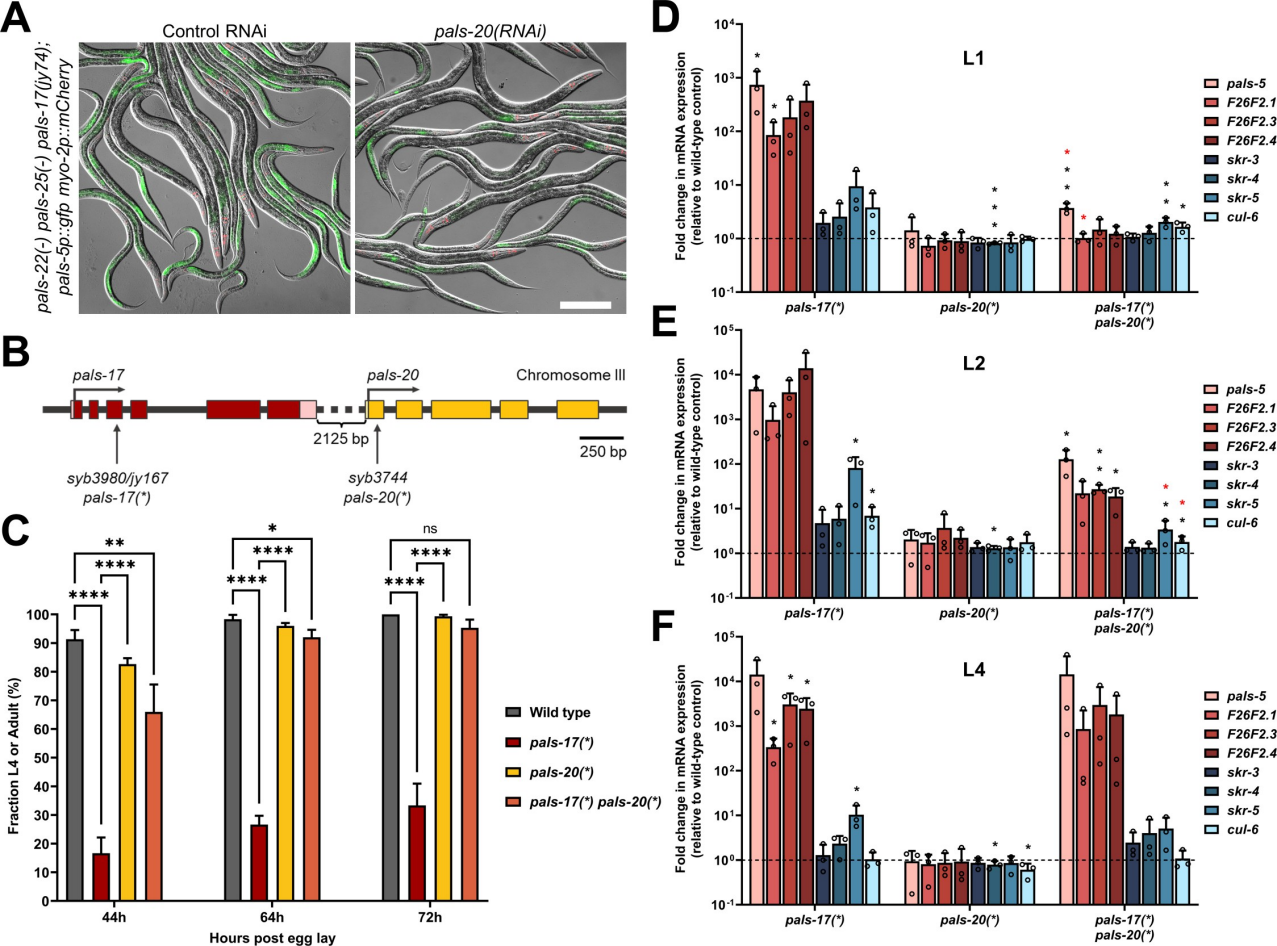
*pals-17* mutant phenotypes are partially dependent on *pals-20*. (A) Representative images of *pals-5*p::GFP expression in *pals-22(-) pals-25(-) pals-17(jy74)* mixed stage animals on control and *pals-20* RNAi plates. Green, red and DIC channels were merged. *myo-2*p::mCherry co-injection marker is shown in red. Scale bar, 200 μm. (B) *pals-17* and *pals-20* gene structures. *pals-17* exons are indicated with red boxes, 5’ and 3’ UTRs are shown with pink boxes. *pals-20* exons are indicated with yellow boxes. Vertical arrows indicate the positions of the point mutations that create premature stop codons in *pals-17* and *pals-20*. Horizontal arrows indicate the directions of transcription. (C) Fractions of animals reaching the L4 or adult stage at 44, 64 and 72 hours after eggs were laid. Results are averages of three independent experimental replicates, with 100 animals in each replicate at each time point. Error bars are standard deviations (SD). Ordinary one-way ANOVA test was used to calculate p-values; **** p < 0.0001; ** p < 0.01; * p < 0.05; ns indicates no significant difference. (D-F) *pals-20* mutation suppresses increased expression of IPR genes in the *pals-17* mutant background at early life stages. qRT-PCR of IPR gene expression shown as the mean fold changes relative to the wild-type control at L1 (D), L2 (E) and L4 stage (F). Error bars are SD. A one-tailed t-test was used to calculate p-values; black asterisks represent a significant difference between the labeled sample and the wild-type control; red asterisks represent a significant difference between pals-17(*) and pals-17(*) pals-20(*) samples; *** p < 0.001; ** p < 0.01; * p < 0.05; p-values higher than 0.05 are not labeled.

To further investigate the function of *pals-20*, a mutant allele that contains a premature stop codon in the first exon of *pals-20* was generated (pals-20(*); see Materials and Methods for more information) (Fig 2B). Similar to *pals-25* loss-of-function alleles, the pals-20(*) loss-of-function allele had no apparent phenotype in a wild-type background. Next, we investigated whether pals-20(*) would suppress *pals-17* mutant phenotypes. Because a full deletion of *pals-17* led to larval arrest, we sought another *pals-17* allele, with the goal of creating a mutation that would cause a strong loss-of-function, but allow animals to develop into adulthood. To achieve this goal, the pals-17(*) allele was generated, which contains an early stop in the third exon in *pals-17* (Fig 2B). This mutation causes slowed and asynchronous development but allows some mutant animals to reach adulthood and reproduce (Fig 2C and S1 Table). Here, we found that the pals-20(*) mutation substantially suppressed the developmental delay and asynchronous development of these pals-17(*) mutants. pals-17(*) pals-20(*) double mutants had slightly slower developmental rates than pals-20(*) single mutants and the wild-type control, but they developed significantly faster than pals-17(*) mutants (Fig 2C and S1 Table). To better understand the developmental delay of *pals-17* mutants and determine conditions for better synchronization of these animals for further analyses, we measured the gonad development of *pals-17* and *pals-20* mutant strains. We found that gonad development in pals-17(*) mutants is delayed and highly asynchronous, while *pals-17 pals-20* double mutants at the L2 stage have similar gonad areas to wild-type and *pals-20* single mutants (S3 Fig and S1 Table). Taken together, these results show that the loss of *pals-20* can suppress the developmental delay and asynchrony of *pals-17* mutants.

We next examined the endogenous mRNA expression of IPR genes at different developmental stages in *pals-17*, *pals-20*, and *pals-17 pals-20* double mutants. First, we performed qRT-PCR analysis in L1 animals. *pals-20* single mutants had wild-type levels of IPR gene expression, indicating that *pals-20* does not regulate IPR gene expression in a wild-type background (Fig 2D and S1 Table). We found significant upregulation of IPR genes in the *pals-17* mutant background, which was almost completely suppressed in *pals-17 pals-20* double mutants (Fig 2D and S1 Table). Next, we found that the upregulated IPR gene expression observed in *pals-17* mutants was only partially suppressed in *pals-17 pals-20* double mutants at the L2 stage (Fig 2E and S1 Table). Finally, at the L4 stage, we surprisingly observed no suppression of IPR gene induction in *pals-17* mutants by loss of *pals-20* (Fig 2F and S1 Table). Thus, we found that endogenous mRNA levels of multiple IPR genes are highly induced in *pals-17* mutants from the L1 to the L4 stage. This induction is dependent on *pals-20* early in life but is less dependent on *pals-20* later in life.

### Loss of *pals-16* fully suppresses *pals-17* mutant phenotypes

Because IPR induction in *pals-17* mutants is dependent on the *pals-20* gene only in early life, we screened for a gene that plays a role in IPR induction later in life. Here, we used RNAi to test several previously uncharacterized *pals* gene family members, focusing on those that are not strongly induced by intracellular infection [11,16]. These genes included *pals-1*, *pals-13*, *pals-16*, *pals-18*, *pals-19*, *pals-23*, *pals-24*, *pals-31*, *pals-34*, *pals-39* and *pals-40* (S4A Fig). In this assay, we used *pals-17 pals-20* double mutant animals, which express *pals-5*p::GFP in the intestine at the adult stage, to look for an RNAi clone that would decrease GFP expression. We found that *pals-16* RNAi significantly decreased *pals-5*p::GFP expression (Fig 3A and 3B and S1 Table), suggesting that *pals-16* acts downstream of *pals-17* later in life. Of note, PALS-20 and PALS-16 proteins cluster together in a phylogenetic tree of PALS proteins, sharing 52% identity in amino acid sequence (S4 Fig and S2 Table).

**Fig 3:**
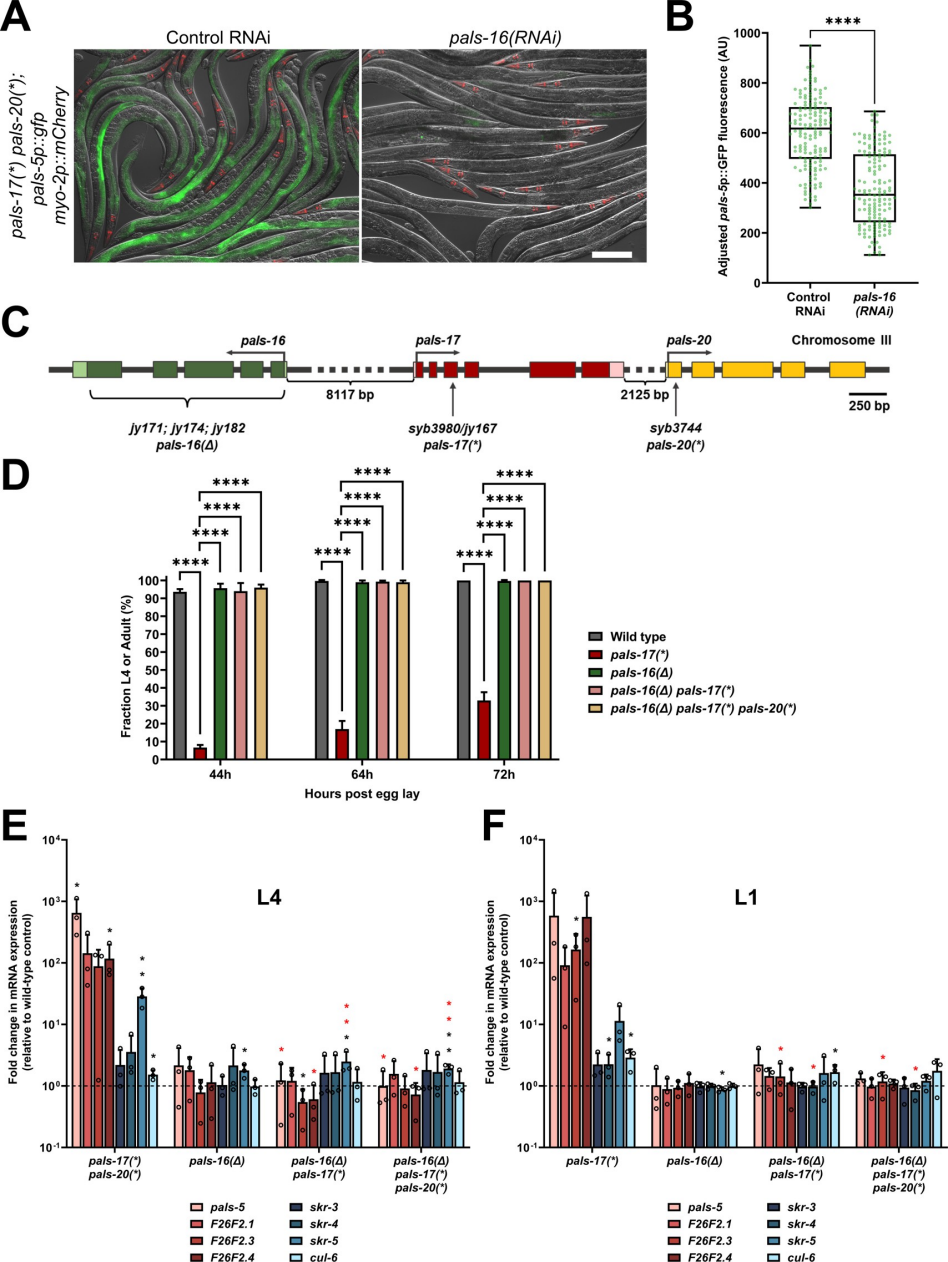
*pals-17* mutant phenotypes are fully *pals-16*-dependent. (A, B) *pals-16* RNAi decreases *pals-5*p::GFP expression in *pals-17 pals-20* mutants. (A) Representative images of synchronized pals-17(*) pals-20(*) mutants grown on control or *pals-16* RNAi plates for 72 h at 20°C. Red, green and DIC channels were merged. *myo-2p*::*mCherry* co-injection marker is shown in red. Scale bar, 200 μm. (B) Box-and-whisker plot of *pals-5*p::GFP expression levels of (A) adjusted to background fluorescence for each sample. Line represents median, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers indicate minimum and maximum values. Green dots represent individual values for each animal; 50 animals were analyzed per strain per each of the three replicates. A Kolmogorov-Smirnov test was used to calculate p-values; **** p < 0.0001. AU = arbitrary units. (C) *pals-16*, *pals-17* and *pals-20* gene structures. *pals-16* exons indicated with dark green boxes, 5’ and 3’ UTRs with light green boxes. *pals-17* exons indicated with red boxes, 5’ and 3’ UTRs as pink boxes. *pals-20* exons indicated with yellow boxes. Bracket under green boxes demarks approximate area deleted in *jy171*, *jy174* and *jy182 pals-16* alleles (*pals-16(Δ)*). Vertical arrows indicate positions of point mutations that create premature stop codons in *pals-17* and *pals-20*. Horizontal arrows indicate directions of transcription. (D) Fractions of animals reaching L4 or adult stage at 44, 64 and 72 hours after eggs were laid. Results shown are the average of three independent experimental replicates, with 100 animals assayed in each replicate at each time point. Error bars are SD. An ordinary one-way ANOVA test was used to calculate p-values; **** p < 0.0001. (E, F) *pals-16* mutation suppresses increased expression of several IPR genes in the pals-17(*) and pals-17(*) pals-20(*) backgrounds. qRT-PCR measurements of gene expression are shown as the fold change relative to the wild-type control at L4 (E) and L1 stage (F). Mean values shown, error bars are SD. A one-tailed t-test was used to calculate p-values; black asterisks represent a significant difference between the labeled sample and wild-type control; red asterisks represent significant differences between pals-17(*) pals-20(*) and either pals-16(Δ) pals-17(*) or pals-16(Δ) pals-17(*) pals-20(*) (E), and significant differences between pals-17(*) and either pals-16(Δ) pals-17(*) or pals-16(Δ) pals-17(*) pals-20(*) (F); ** p < 0.01; * p < 0.05; p-values higher than 0.05 are not labeled.

To further examine the role of *pals-16*, we deleted the entire *pals-16* coding region in wild-type animals, *pals-17* mutants, and *pals-17 pals-20* double mutants (Fig 3C). We found that the deletion of *pals-16*, called *pals-16(Δ)*, was able to rescue the developmental defects of *pals-17* mutants. In contrast, *pals-16(Δ)* did not have any obvious effects in the other two backgrounds that have wild-type rates of development (Fig 3D and S1 Table). We then measured endogenous mRNA expression of IPR genes with qRT-PCR at L1 and L4 stages to test if and when *pals-16(Δ)* can suppress *pals-17*-dependent IPR induction. We found that the loss of *pals-16* leads to a decrease in mRNA levels of multiple IPR genes that are upregulated in *pals-17 pals-20* double mutants at the L4 stage (Fig 3E and S1 Table). Notably, we found that *pals-16(Δ)* is also able to suppress IPR gene induction in the *pals-17* single mutant background, independent of *pals-20*. Furthermore, *pals-16(Δ)* was able to suppress IPR gene expression in *pals-17* mutant animals at the L1 stage (Fig 3F and S1 Table). Taken together, our data demonstrate that *pals-16(Δ)* suppresses IPR induction in *pals-17* mutants throughout development and in a manner independent of *pals-20*.

### RNA sequencing analysis reveals a genome-wide picture of genes dependent on the *pals-16 pals-17 pals-20* regulatory module

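Total RNA from wild-type N2 animals and from pals-17(*) mutants, which carry a premature stop codon in pals-17, was sequenced in 4 replicate libraries per strain. Wild-type animals had grown for 48 h and mutants for 72 h, both at 20 °C. The authors mapped paired-end reads to the C. elegans genome with Rsubread and analyzed them with limma-voom in Galaxy, after removing genes with low expression. Their deposited table gives 1 normalized log2 value per gene and library. Within each library these values step as the log2 of reads plus 0.5 over a scaled library size, in CPM (reads scaled to a common library size), so the reads behind them could be recovered, and 100% of the values came within 0.01 of a whole number of reads (largest distance 0.000746). The recovered reads on listed genes numbered 17871320 to 23378799 per wild-type library (median 19485115) and 18629170 to 21891721 per mutant library (median 21579568.5). The scaled library sizes were 0.793 to 0.822 times these totals in wild-type animals and 1.2 to 1.26 times in mutants, and the paper's text does not name the method of this scaling. A single read was therefore worth 0.0522 to 0.0681 CPM in the wild-type libraries and 0.0362 to 0.0446 CPM in the mutant libraries. CPM values given here are recovered reads over the scaled library size. Intervals and floors on reads cover counting error only, since reads from a library are not independent molecules. After an entry without a gene was left out (0.00414% of the reads), 14541 genes were tested. A linear model was fitted with limma to the deposited log2 values, with a prior variance that follows mean expression, and p-values were adjusted by the Benjamini-Hochberg method over all genes. Genes with an adjusted p-value under 0.05 and a log2 fold change above 2 were called upregulated, as in S3 Table, and those below -2 downregulated. With 4 libraries against 4, a 2-sided exact permutation test over the 70 relabellings cannot give a p-value under 0.0286. Coordinates are those of the WBcel235 assembly. Libraries of the pals-17 pals-20 and pals-16 mutant strains were not analysed here.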

Next, we used RNA sequencing (RNA-seq) to examine genome-wide transcriptional changes in *pals-17*, *pals-20*, and *pals-16* mutants. We performed our RNA-seq analysis at the L4 stage because this larval stage had the best RNA quality. First, we compared *pals-17* mutants to wild-type animals, growing them for different lengths of time in order to harvest both strains at approximately the L4 stage. Unfortunately, *pals-17* mutants have a high degree of individual variability in developmental time (S3 Fig); thus, it was not possible to obtain a pure population of L4 animals. Instead, we harvested a population of animals with the average stage of L4 that also contained some older and younger animals. 

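The log2 values of the 14541 genes correlated with r between 0.973 and 0.988 among the 4 wild-type libraries and between 0.988 and 0.995 among the 4 mutant libraries, and with r between 0.676 and 0.766 across the strains (correlations are across genes, which are not independent replicates). The first principal component held 93.8% of the variance and separated the strains, with scores of -152 to -108 in wild-type animals and 122 to 132 in mutants. The second held 2.6% and ran from -47.23 in wild-type replicate 4 to 28.85 in wild-type replicate 1, while the mutant libraries lay between -9.028 and 7.121. On both components the wild-type libraries spread more widely than the mutant libraries, each of which pooled animals of several stages. The number of listed genes with 0 reads was 142 to 255 per wild-type library and 4 to 8 per mutant library. The 10 most abundant genes took 6.57 to 7.12% of the reads in wild-type libraries and 4.87 to 5.14% in mutant libraries. The deposited column names give the same sequencing lane for all 8 libraries and no other batch. Every mutant library came from animals grown for longer than the wild-type animals, so growth time, stage and genotype cannot be separated by a comparison of these 8 libraries.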

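Transcripts of pals-17 (WBGene00022346, chromosome III, 1390450 to 1391852, reverse strand) were lower in the pals-17(*) mutants but not absent. The gene stood at 15, 14.3, 15.5 and 19.3 CPM in the wild-type libraries and at 4.6, 4.45, 4.07 and 4.36 CPM in the mutant libraries. This is 16 ± 2.22 CPM (SD, n = 4) against 4.37 ± 0.224 CPM (SD, n = 4), a log2 fold change of -1.86 (standard error 0.114, adjusted p = 1.72e-07 from limma), and each mutant library was below each wild-type library (exact permutation test, p = 0.0286). With any library left out, the log2 fold change of pals-17 stayed between -1.92 and -1.77. Of the 14541 genes, 2995 (20.6%) were upregulated in pals-17(*) mutants. This count fell to 1799 with 1 CPM added before the log and rose to 4264 with a log2 fold change of 1 as the threshold. Upregulated genes had a median of 1.04 CPM in wild-type animals and of 10.2 CPM in mutants. Of these genes, 1464 (48.9%) averaged under 1 CPM in wild-type animals, 379 had 10 or fewer wild-type reads in all, and 45 had 0 reads in all 4 wild-type libraries, so that their fitted fold changes depend on the offset of 0.5 reads. Of the 80 IPR genes in S1 Table, 77 were in the deposited table and 70 were upregulated, a number that was also 70 when adjusted over the list alone. In 71 of the 77 genes every mutant library was above every wild-type library. Of all 14541 genes, 80.2% had strains that did not overlap in either direction, against 2.86% by chance. The chance rate therefore does not test the list apart from the difference of the strains. The IPR genes had a median log2 fold change of 6.48, with a median of 0.633 CPM in wild-type animals and 51.1 CPM in mutants. Of the 457 genes upregulated in pals-22(jy3) mutants in S1 Table, 358 were in the deposited table and 262 were upregulated in pals-17(*) mutants, also 262 when adjusted over the list alone, with a median log2 fold change of 3.81. The median stayed at 3.81 with the 16 genes of this list that had 0 wild-type reads set to their lower bound of 3 reads over the group. Outside the IPR genes, 192 of the 288 genes of the pals-22 list in the table were upregulated.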

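The 8 genes that the paper measured by qRT-PCR were also compared in the sequenced libraries. Expression of pals-5 (WBGene00007659, chromosome I, 13130813 to 13132466) was 0.135 ± 0.0826 CPM (SD, n = 4; 9 reads in all) in wild-type animals and 80.8 ± 5.23 CPM (SD, n = 4) in mutants, a log2 fold change of 9.07 (standard error 0.321, adjusted p = 5.64e-09 from limma). F26F2.1 rose from 1.91 ± 0.333 to 143 ± 25.4 CPM, F26F2.3 from 0.38 ± 0.0568 to 89.4 ± 10.6 CPM, and F26F2.4 from 0.102 ± 0.086 (7 reads in all) to 70.5 ± 16.2 CPM (SD, n = 4 per strain). Their log2 fold changes were 6.20, 7.77 and 9.33, respectively. Among the genes of the ubiquitin ligase complex, the log2 fold change was 5.90 for skr-5 and 2.84 for skr-4. For cul-6 it was 1.10 (standard error 0.113, adjusted p = 7.22e-06), below the threshold of 2, with 15.7 ± 2.74 CPM in wild-type animals and 33.4 ± 0.553 CPM in mutants. For skr-3 the log2 fold change was 0.09 (standard error 0.0702, adjusted p = 0.242). It became -0.19 with median centring of the libraries, 0.67 with quantile normalization (adjusted p = 2.29e-05) and 0.69 with each library scaled to its total (adjusted p = 9.98e-06). The level of zip-1 rose from 24.8 ± 1.51 to 35.3 ± 2.6 CPM (log2 fold change 0.51, adjusted p = 0.00013). The qRT-PCR reference gene snb-1 was at 125 ± 1.37 CPM in wild-type animals and 120 ± 4.71 CPM in mutants (log2 fold change -0.06, adjusted p = 0.324). Its log2 fold change became 0.54 with each library scaled to its total, 0.41 with quantile normalization and -0.33 with median centring (adjusted p = 0.000121).

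**Figure D1:**
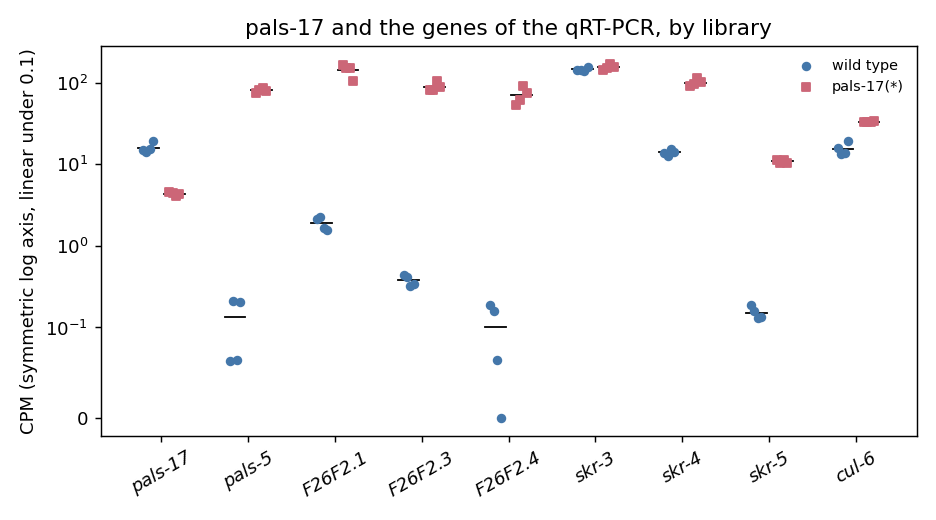
CPM per library (symmetric log axis, linear under 0.1) of pals-17 and of the 8 genes of the qRT-PCR in the 4 wild-type and 4 pals-17(*) libraries, with points for libraries and bars for group means. In the mutants pals-17 lies between 4.07 and 4.6 CPM, under all wild-type libraries, while pals-5 lies between 75 and 87.2 CPM, above 0.0627 to 0.209 CPM in the wild type, and skr-3, whose direction changes with the scaling of the libraries, overlaps between the strains.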

In RNA-seq analysis of these samples, we found that 3,001 genes were upregulated in *pals-17* mutants compared to wild-type animals, which significantly overlap with previously defined IPR genes (70/80 IPR genes) and overlap with genes upregulated in *pals-22(jy3)* mutants (262/457) (Fig 4A and S1, S3 and S4 Tables) [10]. However, many of the genes upregulated in *pals-17* mutants could be differentially expressed due to the wide range of developmental ages found in a population of these mutants (S3 Fig). To address this issue, we analyzed mRNA expression of *pals-17 pals-20* mutants. These animals have upregulated IPR gene expression at the L4 stage similar to *pals-17* mutants, but they grow more synchronously within a population, at a rate comparable to wild-type animals (Figs 2 and S3). 

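Lists of marker genes for stages and tissues, taken from general knowledge of C. elegans and fixed with the tests, were compared between the 4 wild-type and the 4 mutant libraries by their mean log2 value per library. The 22 genes of the oocyte and early embryo list averaged 2.19 ± 0.984 (SD, n = 4) in wild-type animals and 7.75 ± 0.172 (SD, n = 4) in mutants, had a median log2 fold change of 5.78, and were all upregulated. Of the 17 sperm genes 15 were upregulated (median 2.47), as were 16 of the 19 germline genes (median 2.87). The 6 vitellogenin genes had a median log2 fold change of 1.18. Of the 19 genes of the molting cuticle list, 16 were downregulated, with a median log2 fold change of -2.43. All 16 intestine genes were lower in mutants at an adjusted p-value under 0.05, with a median of -1.87, and 6 of them were downregulated. The medians of the 13 body wall muscle genes and of the 18 neuron genes were -0.61 and -0.29, and they became 0.13 with quantile normalization and 0.30 with each library scaled to its total, respectively. The 8 pharynx genes in the table had a median of 1.45. For the 5 adult cuticle genes the median was 3.01 and the mean 1.15, whereas limma's camera ranked the list as lower (adjusted p = 0.894), so median and mean are positive while the ranking by camera is not. In an exact 2-sided permutation test of the mean log2 value per library, each list but pharynx reached p = 0.0286, the smallest possible (0.0318 after Benjamini-Hochberg adjustment over the 10 lists), with all 4 mutant libraries beyond all wild-type libraries, and pharynx reached p = 0.0857. By camera with its preset correlation between genes, 7 of the 10 lists passed an adjusted p-value of 0.05, namely sperm (3.4e-05), oocyte and early embryo (1.34e-06), germline (3.4e-05), intestine (1.57e-06), molting cuticle (1.34e-06), body wall muscle (0.028) and neuron (0.0408). None of the 7 calls held with the correlation estimated from the data, all 10 lists passed with fry, and 14 of the 35 ways to split the 8 libraries into 4 and 4 gave at least 7 lists by camera. The call on the neuron list was lost without pals-17(*) replicate 3 (median -0.26, adjusted p = 0.0631), without pals-17(*) replicate 4 (-0.26, 0.0533) and without wild-type replicate 2 (-0.27, 0.0542).

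**Figure D2:**
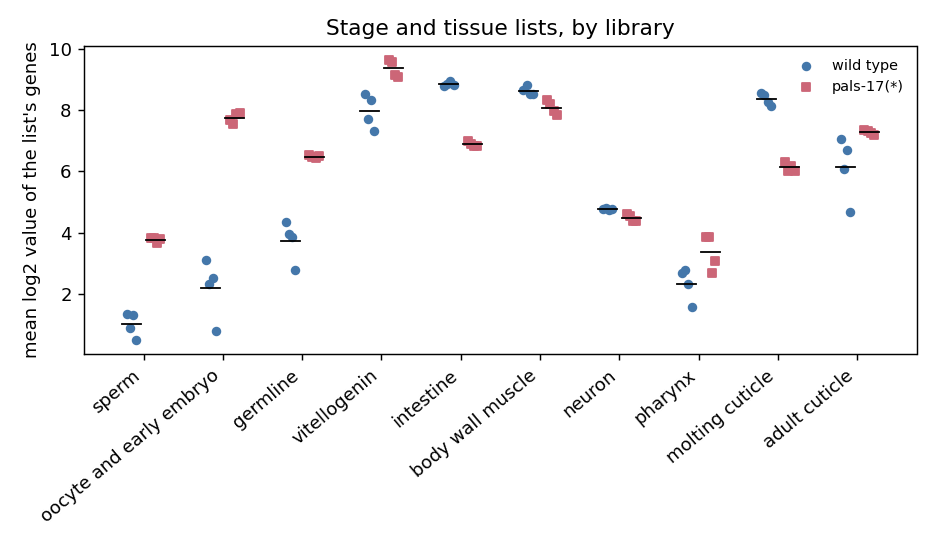
Mean log2 value per library for 10 lists of stage and tissue marker genes, in the 4 wild-type and 4 pals-17(*) libraries. The oocyte and early embryo list lies between 0.80 and 3.11 in the wild-type libraries and between 7.55 and 7.90 in the mutant libraries. The body wall muscle and neuron lists, whose direction changes with the scaling of the libraries, have the smallest differences of means between the strains. Only the pharynx list overlaps, with wild-type libraries up to 2.772 and mutant libraries from 2.69.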

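The 2 genes with the highest mean level in each list are named with their log2 fold changes in pals-17(*) mutants over wild-type animals. These were gld-1 (4.27) and cpg-2 (6.21) for oocytes and early embryos, gsp-3 (3.85) and gsp-4 (4.03) for sperm, csr-1 (0.47, and 0.19 with an adjusted p of 0.0655 with median centring) and glh-1 (2.43) for the germline, and vit-6 (1.19) and vit-2 (2.33) for vitellogenins. In the wild type cpg-2 stood at 14.5 ± 10.3 CPM (SD, n = 4), with 2.45 CPM in replicate 4 and 12.2 to 27.4 CPM in the others, and in mutants at 805 ± 126 CPM (SD, n = 4). For the intestine they were asp-1 (-2.01) and act-5 (-1.93), and for the molting cuticle sqt-3 (-2.68) and dpy-13 (-2.43). In the adult cuticle list col-19 rose from 52.2 ± 33.7 to 2540 ± 151 CPM (log2 fold change 5.92), while bli-2 fell from 840 ± 94.6 to 95 ± 12.1 CPM (-3.15; SD, n = 4 per strain). For body wall muscle, unc-54 (-0.84) became 0.0079 with quantile normalization and -0.24 with each library scaled to its total, while act-4 (-0.41) became 0.45 with quantile normalization and 0.19 with each library scaled to its total. For neurons they were egl-21 (-0.80), which became -0.14 with quantile normalization (adjusted p = 0.124), and egl-3 (-0.14, adjusted p = 0.0764 from limma), which became 0.51 with quantile normalization, 0.46 with each library scaled to its total and -0.42 with median centring. It passed the threshold without pals-17(*) replicate 1 (-0.19, adjusted p = 0.00584). The pharynx genes myo-1 (1.497, adjusted p = 0.033) and myo-2 (1.40, adjusted p = 0.0302) passed the threshold with all libraries, but neither did without wild-type replicate 3 (1.495 and 1.402), wild-type replicate 4 (1.00 and 0.98), pals-17(*) replicate 1 (1.21 and 1.10) or pals-17(*) replicate 2 (1.22 and 1.15). With median centring (1.22 and 1.12) and robust empirical Bayes neither passed it, and without the intensity trend myo-1 did not (adjusted p = 0.0523).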

Here, we found that 190 genes were upregulated in *pals-17 pals-20* double mutants compared to the wild type at L4 (Fig 4B). The majority of these genes were also upregulated in *pals-22* mutants (188/190), and they significantly overlapped with IPR genes (66/80 IPR genes) (Fig 4B and S1, S3 and S4 Tables). Furthermore, most of the genes upregulated in *pals-17 pals-20* double mutants (172/190) were also upregulated in *pals-17* single mutants (Fig 4C and S1 Table). 

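Of the 190 genes that S1 Table lists as upregulated in pals-17 pals-20 double mutants, 187 were in the deposited table of pals-17(*) and wild-type libraries, and 172 of them were upregulated in pals-17(*) mutants, also 172 when adjusted over the list alone. The list itself is the paper's and was drawn from double-mutant libraries that were not analysed here. In 186 of the 187 genes each of the 4 pals-17(*) libraries was above each of the 4 wild-type libraries. Chance gives 2.86% of genes with groups apart in either direction, but 80.2% of all genes in the table were apart. The median log2 fold change of the list was 5.90, with the 10 genes at 0 wild-type reads fitted or set to their lower bound of 3 reads over the group, and the median level rose from 0.387 to 20.5 CPM. If the 2995 upregulated genes were spread evenly over the table, 38.5 genes of the list would be among them, which gives a representation factor of 4.47 (1-sided Fisher's exact test, p = 3.43e-100, adjusted p = 2.06e-99).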

To identify genes regulated by *pals-16*, we also performed RNA-seq on *pals-16 pals-17* double and *pals-16 pals-17 pals-20* triple mutant animals. We found that the upregulation of genes in *pals-17 pals-20* mutants was almost completely suppressed by the loss of *pals-16* (182/190) (Fig 4C and S1, S3 and S4 Tables).

**Fig 4:**
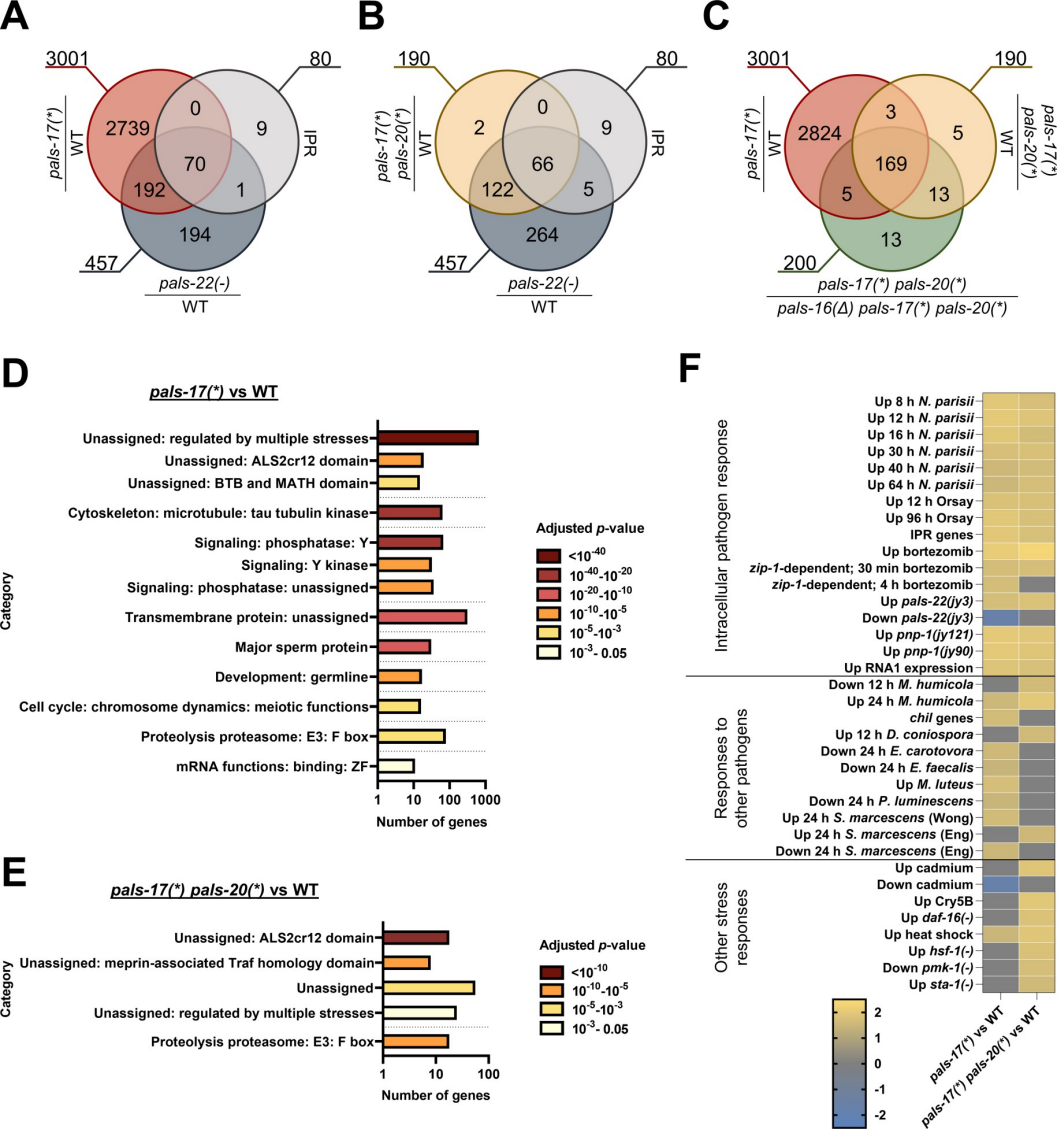
RNA-seq analyses demonstrate that *pals-17*, *pals-20* and *pals-16* regulate the expression of many genes at the L4 stage. (A-C) Venn diagram comparisons of genes upregulated in different genetic backgrounds. All RNA-seq analyses were done in this study, except *pals-22(-)*-upregulated genes and IPR genes, which were determined in previous studies [9,10]. (A) *pals-17* is a negative regulator of IPR genes. Upregulated genes in pals-17(*) and *pals-22(-)* mutants as compared to wild-type (WT) animals, and to IPR genes. Upregulated genes in pals-17(*) mutants have significant overlap with those upregulated in *pals-22(-)* mutants (representation factor (rf) = 3.4; p < 5.788e-87) and with IPR genes (rf = 5.1; p < 2.155e-43). (B) IPR genes are still upregulated in *pals-17 pals-20* double mutant L4 animals. Upregulated genes in pals-17(*) pals-20(*) mutants as compared to WT have significant overlap with those upregulated in *pals-22(-)* mutants as compared to WT (rf = 38.1; p < 8.209e-314) and to IPR genes (rf = 76.5; p < 5.950e-121). (C) Upregulated genes in pals-17(*) mutants have significant overlap with those upregulated in pals-17(*) pals-20(*) mutants (rf = 5.3; p < 2.983e-111), both as compared to WT. Mutations in *pals-16* suppress genes upregulated in *pals-17* mutant backgrounds. Upregulated genes in pals-17(*) mutants when compared to WT show significant overlap with genes upregulated in pals-17(*) pals-20(*) mutants that are dependent on *pals-16* (rf = 5.1; p < 8.191e-106). Upregulated genes in pals-17(*) pals-20(*) mutants when compared to WT and pals-16(Δ) pals-17(*) pals-20(*) show significant overlap (rf = 84.3; p < 0.000e+00). (A-C) rf is the ratio of actual overlap to expected overlap where rf > 1 indicates overrepresentation and rf < 1 indicates underrepresentation. The numbers outside the circles represent the total number of genes in each dataset. (D, E) Enriched gene categories for pals-17(*)-dependent (D) and pals-17(*) pals-20(*)-dependent genes (E). Each category represents a biological process or a structure. The count of genes found in each category is indicated on the x-axis. Statistical significance for each category is indicated by the bar color; p-values are indicated in the legend on the right. p-values were determined using Bonferroni correction from the minimum hypergeometric scores calculated by the WormCat software. Source data (including p-values) are provided in S1 Table. Y = tyrosine; ZF = zinc finger. (F) Correlation of differentially expressed genes in pals-17(*) and pals-17(*) pals-20(*) mutants (in comparison to WT) with the genes that are differentially expressed during infection and exposure to other stressors. The correlation of gene sets was quantified as Normalized Enrichment Score (NES) as defined by GSEAPreranked module analysis. Yellow indicates a significant correlation of upregulated genes in pals-17(*) and/or pals-17(*) pals-20(*) mutants with the gene sets tested; grey indicates no significant correlation (p > 0.05 or False Discovery Rate > 0.25); blue indicates a significant correlation of downregulated genes in pals-17(*) and/or pals-17(*) pals-20(*) mutants with the gene sets tested. GSEA analysis of 93 gene sets tested and lists of genes are provided in S1 and S5 Tables.

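The overlaps were tested against the 14541 genes of the deposited table, since only these could be called, with list sizes counted among them and p-values adjusted over 12 lists. For the IPR genes 15.9 upregulated genes would be present by chance, and the 70 found give a representation factor of 4.41 (1-sided Fisher's exact test, p = 2.46e-40, adjusted p = 7.38e-40). For the pals-22 list 73.7 were expected, and the representation factor was 3.55 (p = 2.28e-104, adjusted p = 2.74e-103, 1-sided Fisher's exact test). Outside the IPR genes the pals-22 list kept a factor of 3.24 (Fisher's exact test, p = 2.26e-65, adjusted p = 9.04e-65). With the paper's background of 17611 genes and the full list sizes, the factors were 5.15 and 3.37. Over all alternatives the factor of the IPR genes was lowest, at 3.10, with a log2 fold change above 1 as the threshold, and highest, at 7.24, with 1 CPM added before the log. Of the IPR genes in the table, 7 were not upregulated. The histone genes his-44 and his-11 were lower in mutants, with log2 fold changes of -1.89 (adjusted p = 2.15e-07 from limma) and -1.53 (adjusted p = 0.00117), as were hsp-17 with -0.79 (adjusted p = 4.05e-07) and Y119D3B.21 with -0.65 (adjusted p = 0.000299), which became 0.18 with quantile normalization and -0.05 with each library scaled to its total. pgp-8 was higher by 0.49 (adjusted p = 0.00703), but by 0.21 (adjusted p = 0.176) with median centring and 0.04 (adjusted p = 0.808) with quantile normalization. Neither clec-86 (-0.71, adjusted p = 0.0931) nor M01G12.9 (0.09, adjusted p = 0.213) changed past the threshold, but M01G12.9 became -0.18 with median centring and 0.69 with each library scaled to its total. clec-86 passed it with quantile normalization (-2.06, adjusted p = 0.000666), with median centring (-0.99, adjusted p = 0.0252), without wild-type replicate 2 (-0.95, adjusted p = 0.0321) and without pals-17(*) replicate 3 (-0.91, adjusted p = 0.0486).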

To obtain insight into biological processes and cellular structures relevant to the genes upregulated in *pals-17* and *pals-17 pals-20* mutants, we performed analysis using the WormCat program, which is specifically designed to analyze *C*. *elegans* genomics data [20]. We found that some of the genes upregulated in *pals-17* mutants belong to the category of genes that encode proteins with an ALS2CR12 domain–the defining hallmark of the PALS protein family [16], many of which are induced as part of the IPR (Figs 4D and S4A). 

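The deposited table held 35 genes named pals, and 4 further annotated pals genes were not in it. Of the 35 genes, 26 were upregulated in pals-17(*) mutants (26 when adjusted over the list alone), where 7.21 would be present by chance (representation factor 3.61, 1-sided Fisher's exact test, p = 1.3e-11, adjusted p = 1.56e-11). All 21 pals genes among the IPR genes were upregulated, with log2 fold changes of 3.89 to 11.7 and a median of 7.00 (Fisher's exact test, p = 3.68e-15, adjusted p = 6.31e-15). The highest fitted value was that of pals-11, with 1 read in the wild-type libraries and 14027 in the mutant libraries, a ratio of 8890 after scaling (95% counting interval 1600 to 351000). Of the 14 other pals genes 5 were upregulated (Fisher's exact test, p = 0.143), 13 changed at an adjusted p-value under 0.05, and their log2 fold changes ran from -1.86 to 8.35. The 5 are pals-1 (4.17), pals-31 (5.46), pals-34 (2.25), pals-15 (7.61, from 4 wild-type reads) and pals-10, which had 0 reads in wild-type animals and 1045 in mutants and was at least 221-fold higher against a floor of 3 reads over the wild-type group. pals-10 and pals-15 are named here after their values were seen. On chromosome III, pals-16 (1399970 to 1401401), pals-18 (1403408 to 1406263) and pals-19 (1401940 to 1403460) were lower in mutants together with pals-17, with log2 fold changes of -1.03 (adjusted p = 3.21e-05), -1.39 (adjusted p = 2.76e-06) and -0.95 (adjusted p = 0.000174). pals-20 (1386993 to 1388324), which lies within Y82E9BR.5 (1384370 to 1388388) on the opposite strand, had 25 reads in the wild-type and 117 in the mutant libraries, 0.388 ± 0.157 against 1.14 ± 0.187 CPM (SD, n = 4). Its log2 fold change of 1.53 (standard error 0.294, adjusted p = 0.000719) became -0.34 with quantile normalization, and the paper's text does not say whether counting used the strand of a read. Y82E9BR.5 had a log2 fold change of 0.33 (adjusted p = 0.0903). It was -0.34 with quantile normalization and passed the threshold with each library scaled to its total (0.93, adjusted p = 0.000486) and without pals-17(*) replicate 4 (0.45, adjusted p = 0.0258). For pals-22 the log2 fold change was 0.34 (standard error 0.118, adjusted p = 0.0213). This became -0.27 with quantile normalization and no longer passed the threshold with median centring (0.06, adjusted p = 0.639) or without wild-type replicate 1 (0.26, adjusted p = 0.0597), pals-17(*) replicate 3 (0.30, adjusted p = 0.0605) or pals-17(*) replicate 4 (0.33, adjusted p = 0.0513). For pals-25 it was 0.37 (adjusted p = 0.0664). It became -0.52 with quantile normalization and then passed the threshold as lower (adjusted p = 0.0204). As higher it passed with each library scaled to its total (0.97, adjusted p = 0.000576) and with scaling to snb-1 (0.43, adjusted p = 0.0337). The same held without pals-17(*) replicate 1 (0.46, adjusted p = 0.0409) or wild-type replicate 2 (0.47, adjusted p = 0.0308).

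**Figure D3:**
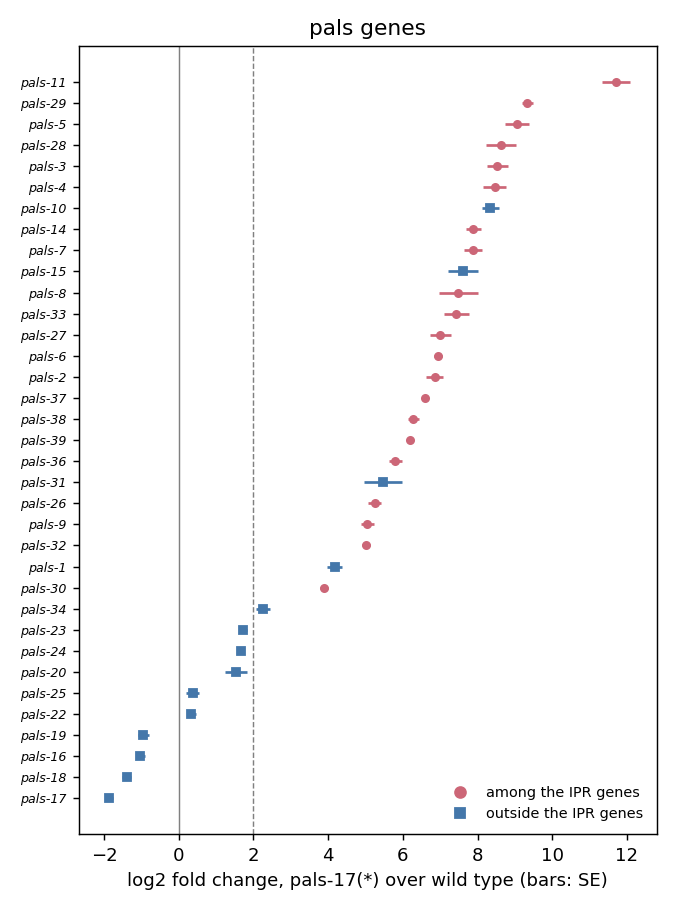
Log2 fold change in pals-17(*) mutants over wild-type animals, with the standard error from limma, of the 35 pals genes in the table, marked by membership among the IPR genes, with a dashed line at 2. All 21 IPR members lie above 3.89, while pals-16, pals-17, pals-18 and pals-19 lie below 0, and pals-20, pals-22 and pals-25 fall below 0 with quantile normalization; the value of pals-10 rests on 0 wild-type reads and depends on the offset of 0.5 reads.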

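Families that gene names identify were counted among the 2995 genes upregulated in pals-17(*) mutants, since the categories of the WormCat program were not used here. Of 167 F-box genes (fbxa, fbxb, fbxc and fbxl) 81 were upregulated and 3 downregulated, against 34.4 upregulated by chance (representation factor 2.35, 1-sided Fisher's exact test, p = 5.9e-16, adjusted p = 1.18e-15), with a median log2 fold change of 1.83. This count fell to 36 with 1 CPM added before the log and to 45 with quantile normalization. Upregulated genes as a whole also fell there, to 1799 and 1922, so the 34.4 expected by chance does not apply to these counts. Outside the IPR genes 76 of 162 F-box genes were upregulated. The F-box genes with the highest mean level went the other way, fbxa-72 with a log2 fold change of -2.45 and fbxl-1 with -0.24. The latter became 0.36 with each library scaled to its total and did not pass the threshold with quantile normalization (adjusted p = 0.368) or scaling to snb-1 (adjusted p = 0.0834). Of 65 genes named for the MATH domain (math and bath) 39 were upregulated and 1 downregulated (representation factor 2.91, p = 4.52e-12, adjusted p = 6.03e-12, Fisher's exact test), with a median of 2.77. The 2 with the highest mean level were math-27, at 0.59, and math-33, at -0.36, which became 0.42 with quantile normalization and 0.23 with each library scaled to its total. Of 33 major sperm protein genes 32 were upregulated (representation factor 4.71, p = 2.55e-21, adjusted p = 6.12e-21, Fisher's exact test), with a median of 4.19, from 5.75 CPM in wild-type animals to 94.8 CPM in mutants. Adjusted over the list alone, the counts were also 81, 39 and 32. The most abundant of them, msp-57, stood at 13.6 ± 7.87 CPM (SD, n = 4) in wild-type animals and 281 ± 26.5 CPM (SD, n = 4) in mutants, and msp-59 at 13.4 ± 8.05 and 260 ± 19.1 CPM. Under all scalings of the libraries that were tried, the number of upregulated major sperm protein genes stayed between 29 and 33.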

Other categories included genes involved in protein degradation (F-box proteins), transcriptional regulation, reproduction, and signaling (Fig 4D and S1 Table). We analyzed the role of *pals-17* in reproduction in a brood size assay, and we found that *pals-17* mutants lay significantly fewer eggs (S5 Fig and S1 Table). Furthermore, this phenotype was suppressed by the loss of *pals-20*. The *pals-17 pals-20* RNA-seq dataset was enriched for ALS2CR12 domain and F-box categories, as well as multiple stress responses in the WormCat analysis (Fig 4E and S1 Table).

Next, we examined the correlation between *pals-17*- and *pals-17 pals-20*-dependent genes and gene sets that were previously associated with IPR activation, infection, and stress responses. 

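Gene sets were compared between pals-17(*) mutants and wild-type animals with limma's camera, a test that ranks the genes of a set against all others, with its preset correlation between genes and Benjamini-Hochberg adjustment over 18 sets, these being the IPR genes, the pals-22 list, the list of pals-17 pals-20 mutants and the sets of S5 Table whose gene lists were complete in the copy read here. By this test 7 sets were higher and 5 lower in mutants, but 3 of the 35 ways to split the 8 libraries into 4 and 4, the comparison of strains included, gave 12 sets or more. The 77 IPR genes had an adjusted p-value of 1.1e-17, the 358 genes of the pals-22 list 3.85e-26, and the 187 genes of the list of pals-17 pals-20 mutants 1.84e-28. The set of genes upregulated after infection with Orsay virus (Orsay_4d_up) held 31 genes of the table, of which 27 were upregulated and 21 were also IPR genes, with a median log2 fold change of 7.26 and an adjusted p-value of 5.46e-10. These 4 sets passed the threshold with the correlation estimated from the data (adjusted p of 0.000854, 0.000354, 0.000354 and 0.0108) and with fry, and were the only sets to do so with the estimated correlation. In an exact 2-sided permutation test of the mean log2 value per library, each of the 4 had p = 0.0286 (0.0303 after Benjamini-Hochberg adjustment over the 18 sets), with all 4 mutant libraries above all wild-type libraries. The mean log2 value of the IPR genes was -0.549 ± 0.0598 (SD, n = 4) in wild-type animals and 5.47 ± 0.047 (SD, n = 4) in mutants.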

We performed Gene Set Enrichment Analysis (GSEA) [21,22] and found that *pals-17* and *pals-17 pals-20* mutants upregulate genes in common with infections by intracellular pathogens as well as known activators and regulators of the IPR (Fig 4F and S1 and S5 Tables). Furthermore, we found that genes upregulated in *pals-17* mutants significantly correlate with genes that are differentially expressed (both upregulated and downregulated) in animals infected with other pathogens that are not associated with the IPR. *pals-17 pals-20* mutants upregulate genes in common with several other stress responses. 

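The other sets of S5 Table with complete gene lists, tested in the same pals-17(*) and wild-type libraries, went in both directions. Higher in mutants by camera were the chil genes (4 of 4 upregulated, median log2 fold change 5.06, adjusted p = 0.0326), genes upregulated on Micrococcus luteus (8 of 13 upregulated, median 3.06, adjusted p = 0.0176) and genes downregulated 24 h after Myzocytiopsis humicola infection (17 of 30 upregulated, median 3.32, adjusted p = 0.000433). Of the 11 chil genes listed 4 were in the table, at a mean log2 value of -4.43 ± 0.288 (SD, n = 4) in wild-type animals. This is near the value of 0 reads, so their median depends on the offset of 0.5 reads. It fell as low as 1.079 under an alternative. The call on the chil genes was lost with quantile normalization (adjusted p = 0.0832) and with each library scaled to its total (adjusted p = 0.107). That on the M. luteus set was lost with library totals (adjusted p = 0.0924) and with a filter of 1 CPM in 4 libraries (adjusted p = 0.0575). Lower in mutants were the genes downregulated on M. luteus (15 of 24 downregulated, median -2.37, adjusted p = 7.45e-08), those downregulated by Nematocida parisii at 12 h (6 of 9, median -3.49, adjusted p = 0.00141) and at 30 h (14 of 23, median -2.41, adjusted p = 1.28e-05), and those downregulated in pnp-1(jy90) (16 of 34, median -1.88, adjusted p = 3.13e-06) and pnp-1(jy121) mutants (13 of 34, median -1.62, adjusted p = 0.000123). All 8 of these calls held with fry and none with the correlation estimated from the data. The remaining 6 sets did not pass the threshold by camera, namely the genes upregulated (adjusted p = 0.272) and downregulated (0.978) on Bacillus megaterium, those downregulated 12 h after M. humicola infection (0.0855), those downregulated by Orsay virus (0.331), and those downregulated in pmk-1 (0.0855) and sek-1 mutants (0.485). For the set downregulated on B. megaterium the median log2 fold change was -0.32 while the mean was 1.16. In the exact permutation test each of these sets but that of sek-1 (p = 0.0857) had p = 0.0286.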

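At an adjusted p-value under 0.05, 12174 of the 14541 genes (83.7%) differed between pals-17(*) mutants and wild-type animals, 6180 higher and 5994 lower in mutants. In 11669 genes (80.2%) the 4 libraries of each strain did not overlap, against 2.86% expected by chance. The median log2 fold change over all genes was 0.00406. Downregulated genes numbered 1087, fewer than the upregulated ones, and their median level was 46.4 CPM in wild-type animals and 6.76 CPM in mutants. With each library scaled to its total 536 genes were downregulated, with median centring 1434, and with quantile normalization 1600, against 1922 upregulated. Of these genes 1 had 0 reads in all mutant libraries. Among genes with a mean log2 value above 1, the largest increases after pals-11 were those of F57G4.11, with 3 wild-type and 20454 mutant reads (a ratio of 4320 after scaling, 95% counting interval 1480 to 20900), dod-23, from 0.815 ± 0.36 to 722 ± 25.5 CPM (SD, n = 4; log2 fold change 9.85, adjusted p = 1.47e-09 from limma), F26F2.4, and pals-29, with a log2 fold change of 9.33 from 4 wild-type reads. The largest decreases were those of dod-24, from 539 ± 105 to 0.339 ± 0.172 CPM (SD, n = 4; log2 fold change -10.74, adjusted p = 9.38e-09), D1014.6 (-9.21), BE0003N10.6 (-8.66), argk-1 (-8.25) and asp-14 (-7.94).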

In summary, we found that the loss of *pals-17* causes extensive changes in the transcriptional profile of animals, leading to the upregulation of the majority of IPR genes and genes associated with previously characterized immune and stress responses.

### PALS-17 and PALS-20 proteins are co-expressed in the intestinal cells

To examine where these newly identified regulators of the IPR are expressed, we created transcriptional and translational reporters for *pals-17* and *pals-20*. To first determine the tissues where they are expressed, we examined the expression of *pals-17*p::GFP and *pals-20*p::wrmScarlet transcriptional reporters at the L4 stage. Both transgenes were expressed in intestinal tissue, especially in the anterior-most and posterior-most intestinal cells (Fig 5A and 5B). Furthermore, we found that both reporters were expressed in the head region. *pals-17*p::GFP signal was present in head neurons (Fig 5A), whereas *pals-20*p::wrmScarlet was sporadically and weakly expressed in the head region (Fig 5B).

**Fig 5:**
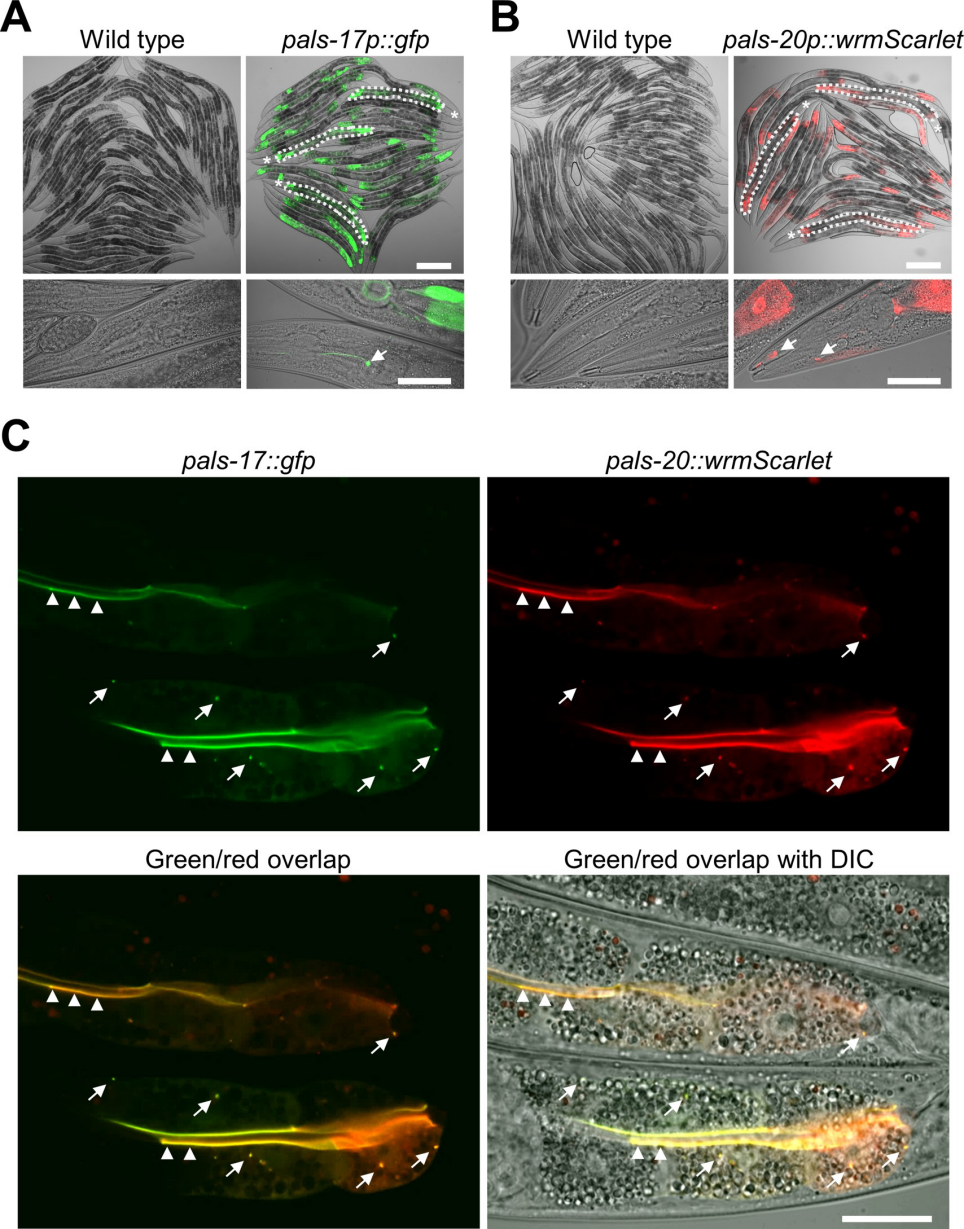
PALS-17 and PALS-20 colocalize in the intestine. (A, B) Expression of *pals-17*p::GFP (A) and *pals-20*p::wrmScarlet transcriptional reporters (B) in the intestine and head. In upper images, for a few worms, intestine is indicated with white dotted line and head is indicated with asterisk; in lower images expression in the head region is indicated with white arrows. For comparison, the wild-type control is provided for each transgenic strain. Scale bars, 200 μm (upper images) and 50 μm (lower images). (C) Expression of PALS-17::GFP and PALS-20::wrmScarlet translational reporters and their colocalization. Representative images showing separate green and red channels, as well as their overlap and overlap with DIC. Arrowheads indicate colocalization of fluorophores at the border with the intestinal lumen; arrows indicate areas of colocalization in other regions of intestinal cells. Scale bar, 20 μm.

To examine where PALS-17 and PALS-20 proteins are expressed and if they colocalize in intestinal cells, we examined PALS-17::GFP and PALS-20::wrmScarlet translational reporters co-expressed in the same animals. We found that these two proteins formed puncta in a subset of intestinal cells, and in most cases, they colocalized with each other (Figs 5C and S6). Furthermore, we observed fluorescent signals from both reporters at the apical border of the intestinal cells, lining the intestinal lumen. PALS-17 and PALS-20 were also diffusely expressed in the cytosol in some intestinal cells (Figs 5C and S6). To confirm that these translational reporters are functional, we tested if the expression of PALS-17::GFP can suppress the growth defects of *pals-17* mutants and if PALS-20::wrmScarlet overexpression slows down the development of *pals-17 pals-20* double mutants. Here, we found that both constructs are functional because their expression had significant effects on the growth of animals carrying the array, as compared to their non-transgenic siblings (S7 Fig and S1 Table). Unfortunately, we were unable to amplify or synthesize the DNA region upstream of *pals-16* to obtain a *pals-16* reporter, likely because of the repetitive and complex sequence in this region. In summary, we found that PALS-17 and PALS-20 proteins colocalize in the intestine, which is the tissue invaded by viral and microsporidian pathogens that activate the IPR.

### Loss of *pals-17* increases resistance against intracellular pathogens in a *pals-20*- and *pals-16*-dependent manner

IPR induction in the *pals-22* mutant background leads to increased resistance against intestinal intracellular pathogens, namely the Orsay virus and the microsporidian species *N*. *parisii*. Therefore, we examined whether *pals-17* mutants show increased resistance against these pathogens, and if so, whether this resistance is *pals-20*- and/or *pals-16*-dependent. First, we analyzed Orsay virus infection levels after infecting L1 animals for 18 hours and found a significantly lower infection level in *pals-17* mutants (Fig 6A and S1 Table). Loss of either *pals-20* or *pals-16* suppressed this phenotype, suggesting that both genes contribute to the increased viral resistance of *pals-17* mutants. We also examined antiviral resistance by infecting L4 animals and measuring their infection levels at 24 hours post-inoculation (hpi). To increase the overall infection level, animals were subjected to *rde-1(RNAi)* from the L1 stage. *rde-1* plays an important role in antiviral immunity as a critical component of the RNAi pathway, but it does not have a known role in regulating the IPR [23]. Again, we saw that *pals-17* mutants showed significant resistance to Orsay virus infection, which was rescued by the loss of *pals-20* and/or *pals-16* (Fig 6B and S1 Table). This result indicated that *pals-20* is still required for immunity at later stages of life, although its role in IPR gene expression seems to be restricted to younger animals.

**Fig 6:**
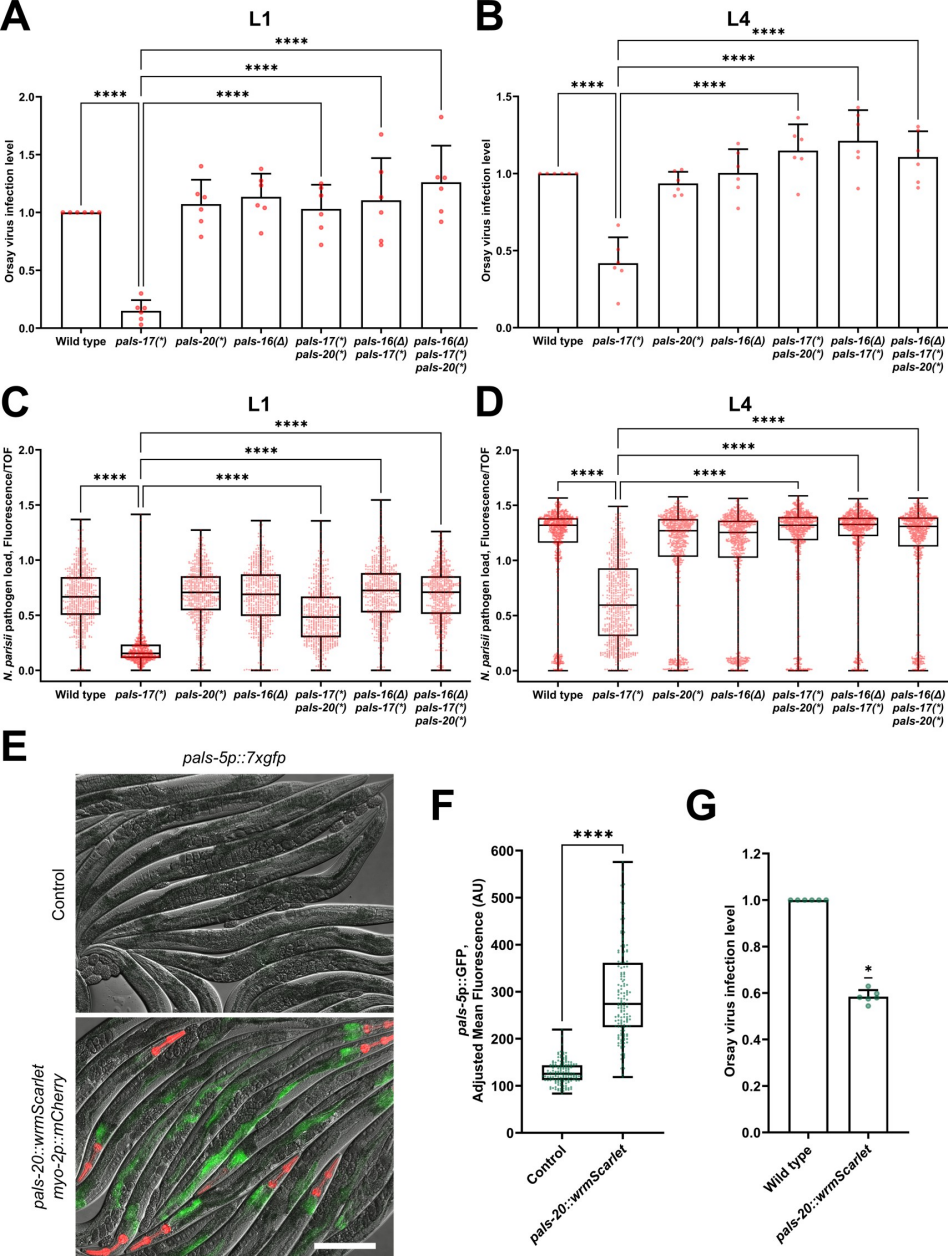
*pals-17*, *pals-20*, and *pals-16* play a role in immunity against intracellular pathogens. (A, B) Fractions of animals infected with the Orsay virus in indicated genetic backgrounds. Animals were inoculated with the pathogen from the L1 (A) or L4 stage (B). Animals were scored based on the presence or absence of the Orsay virus-specific FISH probe fluorescence (six experimental replicates, at least 300 animals per replicate). Red dots represent the infection level for each replicate; the wild type was set at one for each replicate. Error bars are SD. An ordinary one-way ANOVA test was used to calculate p-values; **** p < 0.0001. (C, D) Quantification of *N*. *parisii*-specific FISH fluorescence signal standardized to time-of-flight (TOF). Animals were inoculated with pathogen from the L1 (C) or L4 stage (D), and analyzed at 30 hpi. 600 (C) and 750 animals (D) were analyzed per strain in three experimental replicates. Red dots in the box-and-whisker plots represent individual values for each analyzed animal. Box lines represent median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. A Kruskal-Wallis test was used to calculate p-values; **** p < 0.0001. (E, F) *pals-5*p::7xGFP reporter expression is induced in animals overexpressing *pals-20*::*wrmScarlet* construct. (E) Representative images of synchronized animals 72 hours-after L1 overexpressing *pals-20*::*wrmScarlet myo-2p*::*mCherry* array and their siblings that do not overexpress *pals-20* (control). Red, green and DIC channels were merged. *myo-2*p::mCherry co-injection marker is shown in red. PALS-20::wrmScarlet is not visible with the exposure setting that was used for imaging. Scale bar, 200 μm. (F) Quantification of *pals-5*p::7xGFP expression in *pals-20*::*wrmScarlet* overexpressing strain and their siblings that do not overexpress *pals-20* (control). Green dots in the box-and-whisker plots represent individual values for each analyzed animal; 50 animals were analyzed per strain for each of the three experimental replicates. Box lines represents median value, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. A Kolmogorov-Smirnov test was used to calculate p-values; **** p < 0.0001. AU = arbitrary units. (G) Fractions of animals overexpressing *pals-20*::*wrmScarlet* construct and their non-transgenic siblings that are infected with Orsay virus. Animals were scored based on the presence or absence of the Orsay virus-specific FISH probe fluorescence (six experimental replicates, at least 300 animals per replicate). Green dots represent the infection level for each replicate; the wild type was set at one for each replicate. Error bars are SD. A one sample Wilcoxon test was used to calculate the p-value; * p < 0.05.

Next, we analyzed the resistance of *pals* mutants to the microsporidian species *N*. *parisii*. We fed animals *N*. *parisii* spores at the L1 and L4 stages, and then examined pathogen load in the intestine at 30 hpi. At this time point, *N*. *parisii* develop into multinucleate proliferative forms known as meronts. We observed significantly lower pathogen load in *pals-17* mutants at both analyzed stages (Fig 6C and 6D and S1 Table). The intestinal cells of *pals-17 pals-20* double mutants that were inoculated with pathogen from the L1 stage also had a significantly lower amount of meronts relative to their size in comparison to the wild-type control. However, the pathogen load of *pals-17 pals-20* double mutants was higher than in *pals-17* single mutants, indicating partial suppression of this phenotype by *pals-20* at the L1/L2 stage. Interestingly, *pals-17 pals-20* double mutants inoculated at the L4 stage had wild-type pathogen load levels, again suggesting that *pals-20* promotes resistance at later stages of life. A *pals-16* mutation fully suppressed the increased pathogen resistance observed in *pals-17* mutants at both time points.

In order to assess feeding rate of *pals-17* mutants, we fed fluorescent beads to L1 animals and measured bead accumulation in the intestinal lumen. We found that *pals-17* mutants have significantly reduced fluorescent bead accumulation compared to wild-type animals (S8A Fig and S1 Table). Of note, *pals-17 pals-20* double mutants also showed significantly lower fluorescent bead accumulation, although these mutants had wild-type infection levels in many assays. This result suggests that feeding rate may not be a determining factor in these infection assays.

To address the concern that the decreased pathogen load in *pals-17* mutants, dependent on IPR activators like *pals-20*, was solely due to decreased feeding rate and thus reduced exposure to pathogens, we examined the pathogen resistance and the feeding rate of a wild-type strain overexpressing a functional PALS-20::wrmScarlet construct. Importantly, unlike in the *pals-17 pals-20* double mutant background, we did not observe any effect of PALS-20::wrmScarlet overexpression on the developmental rate of wild-type animals, and these animals had normal rates of fluorescent bead accumulation (S8B Fig and S1 Table). Then, we tested if PALS-20::wrmScarlet overexpression had an effect on IPR activation. Here, we found a high induction of IPR reporter expression in *pals-20* overexpressing animals in comparison to their wild-type siblings (Fig 6E and 6F and S1 Table). Next, we investigated Orsay virus infection levels in these two groups of animals and found that PALS-20::wrmScarlet overexpression leads to a significant reduction in Orsay virus infection level (Fig 6G and S1 Table). This result confirms the role of *pals-20* in controlling immunity against intracellular pathogens.

Next, we investigated whether *pals-17* and *pals-20* act in the intestine. We created transgenic lines carrying *pals-17*::*gfp* and *pals-20*::*wrmScarlet* under the intestine-specific promoter *vha-6*. First, we found that intestinal-specific expression of *pals-17* in a *pals-17* mutant background caused accelerated development, indicating *pals-17* can act in the intestine (S9A Fig and S1 Table). Also, we found that intestinal-specific expression of *pals-20* in a *pals-17 pals-20* mutant background caused slightly slowed development (S9B Fig and S1 Table). Importantly, we found that intestinal-specific expression of *pals-20* in a wild-type background was sufficient to significantly reduce the level of Orsay virus infection, while not impairing feeding rate (S9C and S9D Fig and S1 Table). These results indicate that *pals-20* can act in the intestine to regulate pathogen resistance.

In summary, loss of *pals-17* leads to significantly lower infection levels with both the Orsay virus and microsporidia. Loss of *pals-20* and *pals-16* suppress infection phenotypes of *pals-17* mutants in different stages of life, and overexpression of *pals-20* provides enhanced immunity against infection. Finally, tissue-specific expression of *pals-17* and *pals-20* indicates that these proteins can function in the intestine.

## Discussion

In this study, we identified three previously uncharacterized genes *pals-17*, *pals-20*, and *pals-16* as important new regulators of the balance between immunity and development (Fig 7). The expanded *pals* gene family in *C*. *elegans* consists of two groups of genes: genes that are upregulated upon infection with obligate intracellular viral and fungal pathogens–“Induced *pals* genes”, and genes that do not change expression levels upon infection–“Uninduced *pals* genes”. *pals-17*, *pals-20*, and *pals-16* all belong to the latter group, together with the previously characterized genes *pals-22* and *pals-25*, which act as antagonistic regulators of the IPR and growth (S4A Fig) [9]. Through a forward genetic screen, we identified *pals-17* as a negative regulator of the IPR. We demonstrate that *pals-17* is essential for normal development, as deletion of *pals-17* leads to larval arrest. Our RNAi suppressor studies identified two other *pals* family members, *pals-20* and *pals-16*, which function as *pals-17* antagonists by promoting IPR activation and inhibiting normal larval development. The negative regulator protein PALS-17 and the positive regulator protein PALS-20 colocalize in intestinal epithelial cells in discrete cytoplasmic puncta, as well as along the apical plasma membrane. Finally, we demonstrate that loss of *pals-17* and overexpression of *pals-20* protect animals against infection by intracellular pathogens. Because previous studies have only functionally characterized two out of 39 *pals* genes, our findings have more than doubled the number of *pals* genes with known functions.

**Fig 7:**
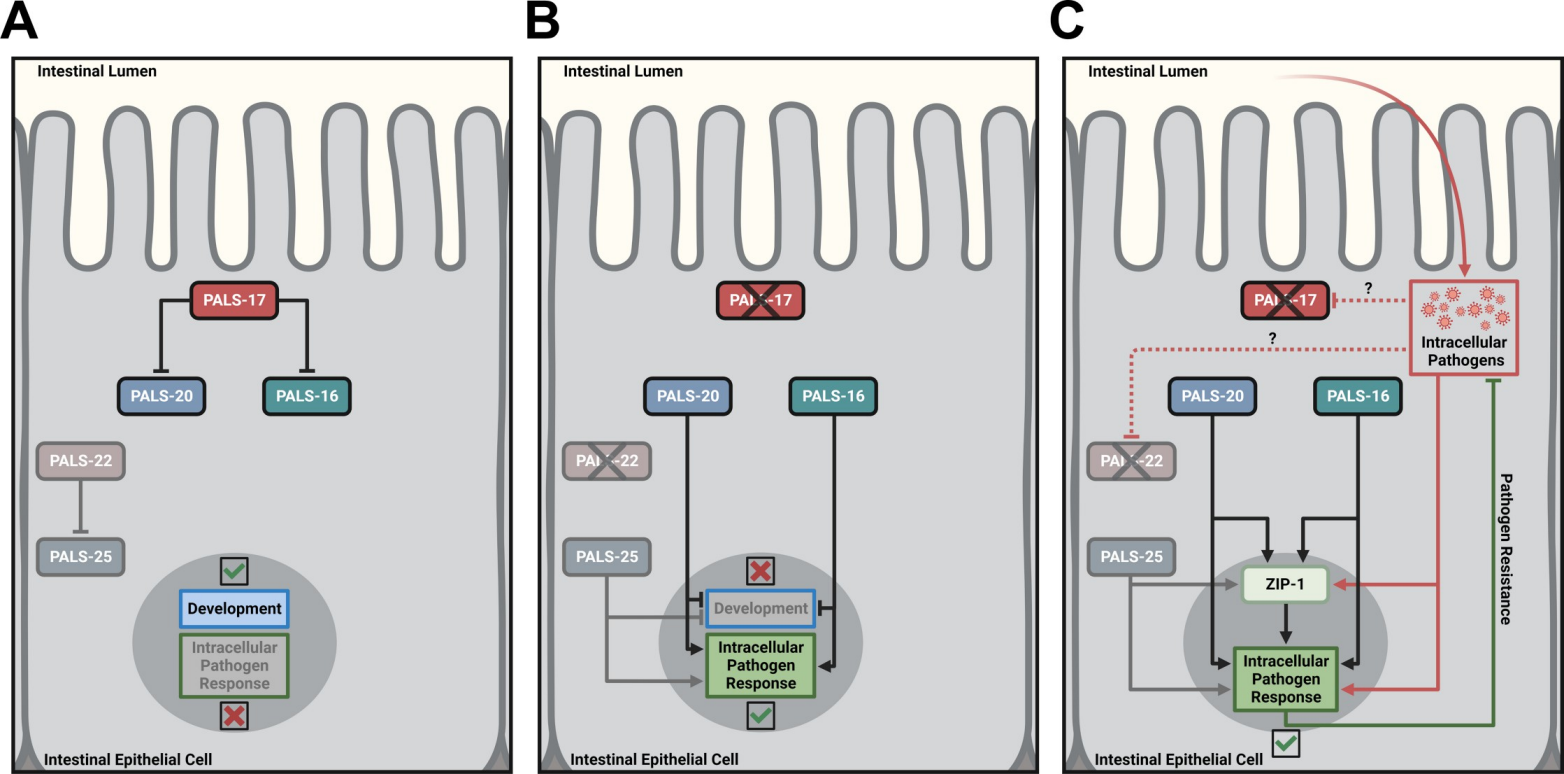
Models for regulation of development and immunity by PALS-17, PALS-20, and PALS-16 in *C*. *elegans*. (A) PALS-17 is a negative IPR regulator acting upstream of the positive IPR regulators PALS-20 and PALS-16, similar to how PALS-22 is a negative IPR regulator acting upstream of the positive IPR regulator PALS-25. (B, C) When PALS-17 is absent, PALS-20 and PALS-16 inhibit development and activate the IPR, similar to how PALS-25 inhibits development and activates the IPR when PALS-22 is absent. When PALS-17 or PALS-22 are absent, the transcription factor ZIP-1 appears in nuclei, and activates IPR gene expression, and promotes pathogen resistance. Created with BioRender.com.

Strong selective pressures imposed by pathogens are likely the main drivers of the evolutionary expansion of the *pals* gene family in *C*. *elegans*. Such examples of species-specific immune gene family expansions are numerous in eukaryotes [17]. For example, the family of immunity-related GTPase encoding genes in mice likely expanded as a consequence of the arms race with rhoptry kinases from the protozoan parasite *Toxoplasma gondii*, as well as with other intracellular pathogens including microsporidia [17,24–26]. Furthermore, the plant immunity R genes are expanded in plant genomes and share many characteristics in common with the *C*. *elegans pals* gene family, although they are not homologs [9]. In particular, there are similarities in gene expression regulation, protein-protein interactions and phenotypes between the *pals-22/pals-25* pair and the R gene pair RPS4/RRS1 in the plant *Arabidopsis thaliana* [27–30]. Importantly, R genes regulate a switch between growth and defense, similar to *pals* genes [1–3,9].

The presence of antagonistic paralogs in *pals* and R gene families highlights the importance of maintaining the balance between immunity and development. In this study, we demonstrate the striking effect that loss of *pals-17* has on animal development, which can be reversed by loss of either *pals-20* or *pals-16*. Interestingly, mutations in *pals-22* also cause developmental delay, but to a lesser degree than the loss of *pals-17* [9–11]. Although *pals-22(jy1)* and pals-17(*) alleles have premature stop codons in similar regions of *pals-22* and *pals-17*, developmental impairment is more severe in pals-17(*) animals. Furthermore, complete loss of *pals-17* causes early developmental arrest.

Other immunity-related genes have been previously implicated in organismal development. For example, overexpression of immune genes, which participate in defense against the bacterial pathogen *Pseudomonas aeruginosa*, have been shown to impair development of *C*. *elegans*. Specifically, hyperactivation of PMK-1 p38 MAPK pathway components in animals that are not exposed to pathogen causes significant delay in development [5,8]. Recently, gut microbiota have been shown to regulate activation of this immune pathway, affecting organismal growth on certain food sources [31]. Furthermore, a null mutation in the gene encoding pseudokinase NIPI-3, an important immunoregulator, leads to developmental arrest [6,7]. NIPI-3 is a negative regulator of bZIP transcription factor CEBP-1, which stimulates transcription of *sek-1*–a core component of the PMK-1 p38 MAPK immune pathway during development [5,7,32]. Loss-of-function mutations in several genes from the PMK-1 p38 MAPK pathway suppress the larval arrest phenotype of *nipi-3* mutants, suggesting that immune hyperactivation has a detrimental effect on development [5]. Similarly, overexpression of a cytokine, tumor necrosis factor (TNF), causes growth impairment in mice, due to improper cartilage development and insufficient bone growth [33]. The elevated levels of different cytokines also play important roles in the intrauterine development of mammals. For example, increased levels of interferon-gamma (IFN-γ), type-I IFNs, TNF-α, and interleukins 1β, 6, and 17 lead to developmental failures in different fetal organs, including the neural tube, brain, lungs and placenta [34–42]. These examples demonstrate the deleterious effects that an overstimulated immune system can have on growth and reproduction.

The balance between immunity and development is also dependent on the timing of gene expression. Our data demonstrate that IPR gene upregulation in *pals-17* mutants can be completely suppressed by loss of *pals-16* at different developmental stages, whereas loss of *pals-20* specifically suppresses this phenotype in L1 larvae but not in L4 larvae. Nevertheless, we observed that *pals-20* still plays a role in immunity at later stages of development. This result suggests that IPR activation in L1 animals could be essential for priming animals for defense against pathogens that they may encounter later in life. Therefore, the lack of IPR induction in L1 *pals-17 pals-20* mutants might be sufficient to cause wild-type susceptibility to intracellular pathogens later in life. Alternatively, it is possible that IPR activation by *pals-20* fluctuates throughout life and may not be specific for younger developmental stages. Furthermore, our RNA-seq analyses show a drastic difference in the number of differentially expressed genes between partially synchronized *pals-17* and L4 stage *pals-17 pals-20* mutant animals. This distinction suggests that there may be some other *pals-17*-dependent genes that play a role in immunity and are still suppressed by loss of *pals-20* at the L4 stage.

Altogether, in this and our previous studies, we have shown that five uninduced *pals* genes, *pals-16*, *pals-17*, *pals-20*, *pals-22 and pals-25*, act as ON/OFF switch modules to regulate induced *pals* genes and other IPR genes [9–11]. Our analysis indicates that the OFF switch *pals-17* functions independently of the OFF switch *pals-22*. Further studies could address if other closely related uninduced *pals* genes represent additional modules that regulate the IPR and development. Having immune modules with some functional overlap likely provides an advantage for hosts defending against infection. Such modules exist among plant R genes, where the same bacterial effector AvrRps4 from *Pseudomonas syringae* can be recognized by two related but distinct R gene modules–RPS4/RRS1 and RPS4B/RRS1B [29]. However, in other contexts, these modules have non-overlapping function. For example, the PopP2 effector from bacterial species *Ralstonia solanacearum* is specifically recognized by the RPS4/RRS1 gene pair, but not the RPS4B/RRS1B gene pair [29]. While it is not known what activates *pals* genes in *C*. *elegans*, it is possible that different *pals* modules in *C*. *elegans* are responsible for sensing different pathogen effectors in order to induce the IPR. If it is true that distinct *pals* modules sense distinct effectors, this specificity would provide an explanation for the expansion of the *pals* gene family in *C*. *elegans*, which appears to have extensive control over the balance between immunity and development.

## Materials and methods

### *C*. *elegans* maintenance

*C*. *elegans* strains were grown on Nematode Growth Media (NGM) agar plates with streptomycin-resistant *Escherichia coli* OP50-1 at 20°C [43], unless stated otherwise. Strains used in this study are listed in S6 Table.

### Synchronization of *C*. *elegans*

To obtain synchronized populations of *C*. *elegans* [44], gravid adult animals were washed off plates with M9 media and collected into 15 ml conical tubes. Tubes were centrifuged and the supernatant was removed leaving 3 ml of M9. 1 ml of bleaching solution (500 μl of 5.65–6% sodium hypochlorite solution and 500 μl of 2 M NaOH) was then added to the tube until adult animals were partially dissolved. M9 was added to 15 ml to wash the released embryos. The tubes were immediately centrifuged and the supernatant was removed. The washing step was repeated four times and embryos were resuspended in a final volume of 3 ml of M9. Embryos were placed in a 20°C incubator with continual rotation for 20–24 h to hatch into L1 animals.

### Chemical mutagenesis, forward genetic screen and mapping of *pals-17(jy74)*

L4 stage *pals-22(jy1) pals-25(jy11)* mutants carrying the *jyIs8[pals-5p*::*gfp myo-2p*::*mCherry]* transgene were washed off plates with M9 media and collected into 15 ml conical tubes. Following centrifugation and supernatant removal, animals were washed with M9 two times to remove bacteria. The worm pellet was resuspended in 4 ml M9 and 25 μl of ethyl methanesulfonate (EMS) was added to the tube [45]. Animals were incubated at room temperature for 4 h with continual rotation. After incubation, the worms were pelleted and the supernatant was removed. Animals were washed with M9 two times to remove the mutagen. Worms were plated on 10 cm Petri plates with OP50-1 bacteria and incubated at room temperature for 2.5 h to recover. 18 groups of 30 mutagenized animals were then transferred to new 10 cm Petri plates with OP50-1 bacteria and incubated at 20°C. After 36 h, mutagenized P0 animals were removed and the incubation of F1 progeny was continued. 16,752 F1 animals reached adulthood after three days and they were bleached to obtain their synchronized L1 progeny (thus, we calculate that we screened 33,504 haploid genomes). These F2 progeny were grown and analyzed for expression of *pals-5*p::GFP at different developmental stages, which led to the isolation of *jy74* mutants. These mutants were monitored through several generations to confirm that the GFP ON phenotype was still present. *jy74* animals were backcrossed to wild-type strain six times.

Genomic DNA from wild-type and mutant strains was isolated using Qiagen Puregene Core Kit A and submitted to BGI Genomics for whole genome sequencing. The Galaxy platform (https://usegalaxy.org) was used for mapping and variant calling to identify the causative mutation in the *jy74* allele. The quality check of the reads was performed using FastQC. Bowtie2 program [46,47] was used to map the reads against the reference *C*. *elegans* genome WBCel235.dna.toplevel.fa.gz. Genetic variants were identified using the FreeBayes program. The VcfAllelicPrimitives program was used to split allelic primitives into multiple VCF lines. Wild-type and mutant VCF datasets were intersected using the VCF-VCFintersect program. Variants were filtered using the filter criteria (QUAL>30)&(DP> = 10)&(isHOM(Gen[0]) in SnpSift Filter [48], and the remaining variants were annotated using the SnpEff eff program [49].

### Imaging

Before imaging, animals were anesthetized with 100 μM levamisole. Samples were imaged using a Zeiss AxioImager M1 compound microscope equipped with Axio Vision 4.8.2 software (Figs 1A, 1B, 1F, 1G, 1I, 2A,3A, 6E, S2B and S3A) or a Zeiss LSM700 confocal microscope run by ZEN2010 software (Figs 5 and S1 and S6).

### *pals-5*p::GFP fluorescence measurements

Following 24 h or 44 h incubation at 20 °C, synchronized animals were collected and washed in M9, and fixed in 4% paraformaldehyde for 15 min. GFP fluorescence and time-of-flight (TOF) were measured using the COPAS Biosort machine (Union Biometrica). Fluorescence intensity was standardized to the TOF values, which are a proxy for worm length. Data analysis was performed using GraphPad Prism 9. Raw data are shown in S1 Table. For measurements of the *pals-5*p::7xGFP reporter expression, fixed animals were imaged using the ImageXpress automated imaging system NanoImager. Fluorescence was measured using FIJI software [50] as a mean fluorescence per animal, which was normalized to background florescence.

### Body length measurements

Synchronized animals were grown at 20 °C for 44 h, collected and washed in M9, and fixed in 4% paraformaldehyde for 5 min. Animals were imaged using the ImageXpress automated imaging system NanoImager (Molecular Devices, LLC) in 96-well plates. The length of each animal was measured using the FIJI program [50]. 50 (S7 Fig) or 100 animals (S9A and S9B Fig) were analyzed for each strain, for each of the three experimental replicates. Data analysis was performed using GraphPad Prism 9.

### RNAi assays

RNA interference assays were performed using the feeding method [51]. Overnight cultures of HT115 *E*. *coli* were plated on RNAi plates (NGM plates supplemented with 5 mM IPTG and 1 mM carbenicillin) and incubated at room temperature for 1–3 days. Synchronized L1 or L4 animals were transferred to these plates and incubated at 20 °C. The effects of *pals-17* RNAi treatment on animals that were plated at the L1 stage were examined after 44 h incubation (Fig 1G–1J). For *pals-20* RNAi treatment, the progeny of L4 animals were examined after three days (Fig 2A). The effects of *pals-16* RNAi were examined 72 h after plating L1 animals (Fig 3A and 3B). Control RNAi experiments were carried out using vector-alone plasmid L4440.

### Generation of CRISPR/Cas9-mediated mutations in *pals-17*, *pals-20* and *pals-16* genes

We designed mutations for *pals-17* alleles *syb4005* (*pals-17(Δ)*) and *syb3980* (pals-17(*)) and *pals-20* allele *syb3744* (pals-20(*)); CRISPR/Cas9-mediated genome editing was performed by SunyBiotech. SunyBiotech balanced *pals-17(Δ)* allele with *sC1(s2023)*. *pals-17(Δ)* allele is a 1,394 base pair deletion and a 16 base pair insertion. The deletion starts 36 nucleotides upstream of the *pals-17* start codon and ends at the 69^th^ nucleotide after the stop codon; the inserted sequence is 5’-AAAGATCTTTATTTAA-3’. The pals-17(*) allele contains six point mutations that change amino acids L(49) N(50) and Y(51) to three consecutive stop codons; sequence 5’-CTTAACTAC-3’ is mutated to 5’-TAGTAATAA-3’, creating a SpeI cutting site. pals-20(*) allele contains two point mutations in *pals-20* that change amino acid E(15) to stop codon and one silent mutation in the 13^th^ codon encoding valine; sequence 5’-GTTATCGAA-3’ is mutated to 5’-GTCATCTAG-3’, creating a XbaI cutting site. The mutations in pals-20(*) should spare the function of the *Y82E9BR*.*5* gene, which completely overlaps with *pals-20*. Genotyping primers for *pals-17* (primers 1 and 2) and *pals-20* point mutants (primers 3 and 4) are listed in S7 Table.

The *pals-17* allele *jy167* was created in the *pals-20* mutant background; the *jy167* allele contains the same mutations as *syb3980* and they are both labeled as pals-17(*) in the main text. The deletion alleles of *pals-16* in the wild-type, *pals-17*, and *pals-17 pals-20* mutant backgrounds are *jy182*, *jy171* and *jy174*, respectively; all three alleles are labeled as *pals-16(Δ)* throughout the text. The *jy167*, *jy182*, *jy171* and *jy174* alleles were all created using the co-CRISPR method with preassembled ribonucleoproteins [52,53]. Cas9-NLS protein (27 μM final concentration) was obtained from QB3 Berkeley; crRNA, tracrRNA and DNA primers were ordered from Integrated DNA Technologies (IDT). The crRNA sequence used for generating the *jy167* allele in *pals-17* was ATTCAGGTTCCATGTAGTTA; the repair template sequence was 5’-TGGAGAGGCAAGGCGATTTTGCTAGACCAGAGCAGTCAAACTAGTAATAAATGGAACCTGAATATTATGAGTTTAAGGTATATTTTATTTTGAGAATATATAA-3’. This repair template sequence replaces wild-type sequence 5’-CTTAACTAC-3’ with mutated sequence 5’-TAGTAATAA-3’ that changes amino acids L(49) N(50) and Y(51) to three consecutive stop codons and adds a SpeI cutting site. The mutated region is flanked with a 41-nucleotide overhang on the 5’ end and a 53-nucleotide overhang on the 3’ end. AAACGTTTCTACACAGCATG and ACATCGTGACGCCAAATTCA crRNA sequences were used to target regions of the *pals-16* gene close to the start codon and the stop codon, respectively. The *jy182* allele is a 1,300 base pair deletion in *pals-16* in the wild-type background, starting one nucleotide upstream of the *pals-16* start codon and ending 14 nucleotides upstream of the stop codon. The *jy171* allele is a 1,299 base pair deletion and seven base pair insertion in *pals-16* in the pals-17(*) background. The deletion starts at the second nucleotide of the *pals-16* start codon and it ends 13 nucleotides upstream of the stop codon; the inserted sequence is 5’-CGGGTGA-3’. The *jy174* allele is a 1,302 base pair deletion in *pals-16* in the pals-17(*) pals-20(*) background, starting immediately after the *pals-16* start codon and ending seven nucleotides upstream of the stop codon. PCR genotyping was performed using primers 5–7 listed in S7 Table. Selected lines were backcrossed three times to the wild-type strain before they were used in experiments.

### Developmental rate assays

Gravid adult animals were grown at 20°C and picked onto 10-cm seeded NGM plates (40 animals per strain; 1 plate per strain). Due to the low brood size of *pals-17* mutants, 60 animals were picked for this strain to ensure an adequate sample size of progeny. Animals were then incubated at 20°C for 2 h. Next, approximately 7 mL of M9 was poured onto the plate and gently swirled for 15–20 s to dislodge all adult animals while leaving eggs fastened to the *E*. *coli* OP50-1 lawn. The M9 was removed, and the plates were thoroughly checked under a microscope to ensure that no adult animals remained. After verifying that the eggs were not washed off, the plates were incubated at 20°C and the time course began. At the 44 h, 64 h, and 72 h time points, 100 animals on each plate were scored for development as being at or below the L3 stage or at or above the L4 stage. Data analysis was performed using GraphPad Prism 9. Raw data are shown in S1 Table.

### RNA isolation

Total RNA isolation was performed as previously described [54]. For RNA isolation from L1 animals, 35,000 worms were grown per NGM plate for 3 h at 20 °C; one or two plates were used per strain per replicate. For RNA isolation from L2 animals, 10,000 worms were grown per NGM plate for 33 h (pals-17(*) mutants) or 24 h (all other strains) at 20 °C; four plates were used per strain per replicate. For RNA isolation from L4 animals, 3,000 worms were grown per NGM plate for 72 h (pals-17(*) mutants) or 48 h (all other strains) at 20 °C; up to four plates were used per strain per replicate. Animals were washed off plates using M9, then washed with M9 and collected in TRI reagent (Molecular Research Center, Inc.). RNA was isolated using a BCP phase separation reagent, followed by isopropanol and ethanol washes. For RNA-seq analysis, samples were additionally purified using the RNeasy Mini kit (Qiagen).

### Quantitative RT-PCR

qRT-PCR analysis was performed as previously described [54]. In brief, cDNA was synthesized from total RNA using iScript cDNA synthesis kit (Bio-Rad). qRT-PCR was performed using iQ SYBR Green Supermix (Bio-Rad) with the CFX Connect Real-Time PCR Detection System (Bio-Rad). Three independent experimental replicates were performed for each qRT-PCR analysis. Each sample was analyzed in technical duplicates. All values were normalized to the expression of the *snb-1* control gene, which does not change expression upon IPR activation [11]. The Pffafl method was used for data quantification [55]. The sequences of the primers used in all qRT-PCR experiments are given in S7 Table (primers 8–25). Raw data are shown in S1 Table.

### Phylogenetic analysis of PALS proteins

Amino acid sequences were obtained from https://wormbase.org/. 38 out of 39 PALS proteins were analyzed; PALS-36 protein was excluded from the analysis because *pals-36* is annotated as a pseudogene and the transcript is not available. Eight PALS proteins have more than one isoform: isoform “a” transcripts were used for PALS-3, PALS-7, PALS-11, PALS-19, PALS-23, PALS-37 and PALS-38; the isoform “b” transcript was used for PALS-31. Clustal omega program (https://www.ebi.ac.uk/Tools/msa/clustalo/) was used for sequence alignment of 38 PALS protein sequences [56]. A phylogeny software PhyML 3.0 (http://www.atgc-montpellier.fr/phyml/) based on the maximum likelihood principle with the Smart Model Selection criterion [57,58] was used to create a radial phylogram shown in S4A Fig. The Sequence Manipulation Suite: Color Align Conservation program (https://www.bioinformatics.org/sms2/color_align_cons.html) was used for visualization of amino acid sequence alignment between PALS-20, PALS-16 and PALS-17 in S4B Fig. Black boxes represent identical amino acids; grey boxes represent similar amino acids as defined by seven similarity groups: GAVLI, FYW, CM, ST, KRH, DENQ, P. Percent identity and similarity between protein sequences shown in S2 Table were calculated using the Sequence Manipulation Suite: Ident and Sim program (https://www.bioinformatics.org/sms2/ident_sim.html).

### RNA-sequencing analyses

cDNA library preparation and paired-end sequencing were performed at the Institute for Genomic Medicine at the University of California, San Diego. RNA-seq reads were uploaded to the NCBI GEO database with accession number GSE229165 (subseries GSE229142 and GSE229164). Reads were mapped to *C*. *elegans* WS235 genome using Rsubread in RStudio. Differential expression analyses were performed using limma-voom function in the Galaxy platform (https://usegalaxy.org/). Genes with counts number lower than one count per million (CPM) were filtered out. Differentially expressed genes had adjusted p-values lower than 0.05 (S3 Table). Overlaps between datasets shown in Venn diagrams (Fig 4A–4C) were calculated using Multiple List Comparator software (https://molbiotools.com/listcompare.php). The significance of overlaps between datasets was calculated using Overlap Stats software (http://nemates.org/MA/progs/overlap_stats.html). The default number of genes (17,611) was used for statistical analyses.

### Analysis of enriched gene categories

Annotations of gene categories upregulated in pals-17(*) but not in the wild-type background (Fig 4D) and in pals-17(*) pals-20(*) but not in wild-type samples (Fig 4E) were performed using the online tool WormCat (http://www.wormcat.com/) [20]. Data were visualized using GraphPad Prism 9 software. Raw data are shown in S1 Table.

### Brood size quantification

Animals were grown at 20°C and then single-picked onto separate 3.5 cm tissue culture-treated NGM plates upon reaching the L4 stage. Every 24 h, the number of eggs and progeny on each plate was recorded and the gravid adult animal was transferred to a new plate. This process was repeated daily until all animals laid no eggs for three days, at which point the counts were summed to calculate the total progeny for each individual. Three experimental replicates were performed. Data analysis was performed using GraphPad Prism 9. Raw data are shown in S1 Table.

### Functional expression analysis

Gene Set Enrichment Analysis (GSEA) software v4.2.3 was used for functional analysis of pals-17(*) and pals-17(*) pals-20(*) compared to wild type (Fig 4F) using the GSEAPreranked module [21,22]. Differentially expressed genes from RNA-seq expression data for pals-17(*) versus wild type and pals-17(*) pals-20(*) versus wild type were ranked based on Log2 fold changes and converted into a GSEA-compatible file. 93 previously published gene sets were used for comparison [9,10,12,19,23,54,59–77]. For both analyses, a signal-to-noise metric of 1,000 permutations was used with “no collapse” as gene symbols were pre-defined in the ranked gene list. Gene sets that had fewer than 15 genes represented in the RNA-seq data from this study were excluded from statistical analysis. Normalized Enrichment Scores from GSEAPreranked analysis described above were calculated with default parameters. A heatmap of the GSEA analysis was made using GraphPad Prism 9 software. Raw data are shown in S1 Table; full datasets are shown in S5 Table.

### Molecular cloning and transgenesis

*pals-17*::*gfp* and *pals-20*::*wrmScarlet* translational reporter constructs were assembled using NEBuilder HiFi kit (New England Biolabs) by fusing PCR products and gene fragments. The pET755 plasmid was used for Q5 polymerase-mediated (New England Biolabs) PCR amplification of the backbones that contain an ampicillin resistance cassette and *unc-54* 3’utr, and, in the case of *pals-20* reporters, a wrmScarlet::3xHA sequence (primers 26–28 in S7 Table). Promoter regions were PCR amplified using Q5 polymerase (New England Biolabs) from *C*. *elegans* genomic DNA using primers 29–32 listed in S7 Table. Amplified promoter regions contain 1,143 base pairs upstream of the *pals-17* start codon and 1,000 base pairs upstream of the *pals-20* start codon. *pals-17(cDNA)*::*gfp*::*3xFlag* and *pals-20* cDNA sequences were synthesized as gene fragments by Twist Biosciences.

*pals-17p*::*gfp* and *pals-20p*::*wrmScarlet* transcriptional reporter constructs were assembled by PCR amplification of regions of interest from the previously created translational reporter constructs (*pals-17* and *pals-20* cDNA segments were excluded), which were subsequently circularized using NEBuilder HiFi kit (New England Biolabs). Primers 33–36 were used for creating *pals-17* and *pals-20* transcriptional reporter constructs (S7 Table).

The resulting plasmids were verified by restriction digest and sequencing across the insert. Transcriptional reporters were individually injected at concentrations of 50 ng/μl. Translational reporters (c = 13 ng/μl for each) were co-injected with the *gcy-8p*::*gfp* neuronal marker (c = 20 ng/μl) into a wild-type genetic background. For functionality testing, *pals-5*p::GFP expression analysis and Orsay virus infection assay, the *pals-17*::*gfp* and *pals-20*::*wrmScarlet* construct were separately injected at a higher concentration of c = 95 ng/μl, together with a *myo-2p*::*mCherry* pharyngeal marker (c = 5 ng/μl).

The intestinal *pals-17*::*gfp*::*3xFlag* and *pals-20*::*wrmScarlet*::*3xHA* reporter plasmids were created by replacing the endogenous promoters with 1,600 base pairs of *vha-6* promoter using PCR amplification (primers 37–42 in S7 Table) and NEBuilder HiFi kit (New England Biolabs). These intestinal reporters were injected at a concentration of 100 ng/μl.

The *pals-5p*::*7xgfp* reporter (allele *knuSi886*) was created by InVivo Biosystems as a split-GFP system. A construct containing the following elements was generated: *pals-5* promoter fused to seven copies of the 11^th^ segment of the *gfp* gene, the *eft-3* promoter fused to the remaining ten segments of *gfp* gene, and the *unc-119* rescuing cassette. MosSCI transgenesis method was used to insert this construct into the *ttTi5605* site on the second chromosome in the *unc-119* mutant background.

### Orsay virus infections

Orsay viral preps were prepared as previously described [12]. Synchronized L1 animals were exposed to a mixture of OP50-1 bacteria and Orsay virus for 18 h at 20 °C (Fig 6A). For infection at the L4 stage (Fig 6B), synchronized animals were grown on *rde-1* RNAi plates (1,000 animals per plate, 2 plates per strain) for 72 h (pals-17(*) mutants) or 48 h (all other strains) at 20 °C. *rde-1* RNAi increases susceptibility to Orsay virus infection [78,79]. L4 animals were top-plated with a mixture of Orsay virus, OP50-1 and M9, and incubated at 20°C for 24 h. Following incubation, animals were collected and washed in M9, and subsequently fixed in 4% paraformaldehyde for 30 min. Fixed worms were washed and then stained at 46 °C overnight using FISH probes conjugated to the red Cal Fluor 610 or green FAM fluorophore (Biosearch Technologies), targeting Orsay virus RNA1 and RNA2 [80,81]. Analyses were performed visually using a Zeiss AxioImager M1 compound microscope; at least 300 animals were scored for the presence of the FISH fluorescent signal per strain per replicate. Due to relatively high variation in infection levels between replicates, the percentage of infected wild-type animals was normalized to one. Data analysis was performed using GraphPad Prism 9 software. Normalized and raw data are shown in S1 Table.

### Microsporidia infections

*N*. *parisii* spores were prepared as previously described [82]. Spores (1 million per plate) were mixed with food and L1 (Fig 6C) or L4 (Fig 6D) synchronized animals. To reach the L4 stage, worms were grown on NGM plates for 72 h (pals-17(*) mutants) or 48 h (all other strains) at 20 °C. During infection, animals were incubated at 25 °C for 30 h. Animals were collected and fixed in 4% paraformaldehyde for 30 min. Fixed worms were stained at 46 °C overnight using MicroB FISH probe conjugated to the red Cal Fluor 610 fluorophore (Biosearch Technologies), targeting microsporidia ribosomal RNA [81,82]. *N*. *parisii* pathogen load was measured with the COPAS Biosort machine (Union Biometrica). Data analysis was performed using GraphPad Prism 9. Raw data are shown in S1 Table.

### Bead feeding assays

1,200 synchronized L1 worms were mixed with 6 μl fluorescent beads (Fluoresbrite Polychromatic Red Microspheres, Polysciences Inc.), 25 μl 10X concentrated OP50-1 *E*. *coli* and M9 (total volume 300 ul) [10,19,54]. This mixture was plated on 6 cm NGM plates, allowed to dry for 5 min and then incubated at 25 °C. After 5 min incubation, plates were transferred to ice. Animals were washed off plates using ice-cold PBST and fixed in 4% paraformaldehyde for 30 min. Samples were washed with PBST and animals were imaged using the ImageXpress Nano Automated Imaging System (Molecular Devices, LLC). Fluorescence was analyzed in FIJI program; red fluorescence was analyzed in S8A Fig and green fluorescence was analyzed in S8B and S9D Figs. 50 animals were analyzed for each strain, for each of the three experimental replicates. Data analysis was performed using GraphPad Prism 9. Raw data are shown in S1 Table.

## Supporting information

S1 Fig *pals-17(RNAi)* animals express ZIP-1::GFP in intestinal nuclei. Wild-type and *zip-1*::*gfp* animals treated with control and *pals-17* RNAi. Green, autofluorescence and DIC channels were merged. Intestinal ZIP-1::GFP expression is indicated with white arrows; autofluorescence from the gut granules and from the cuticle are shown in yellow. Scale bar, 20 μm.
(TIF) Click here for additional data file.

S2 Fig Deletion of *pals-17* causes developmental arrest. (A) *pals-17* gene structure. Exons are indicated with dark red boxes, 5’ and 3’ UTRs shown with light red boxes. The deletion in *syb4005* allele (*pals-17(Δ)*) is indicated by the bracket; the inserted sequence is shown in the pink rectangle. The horizontal arrow indicates the direction of transcription. (B) Synchronized *pals-17(Δ)* mutants and control strains following 44 h incubation at 20°C. Green and DIC channels were merged. *myo-2*p::GFP present in the balancer strain is shown in green. Heterozygotes are *pals-17(Δ)*/*sC1(s2023)*. Scale bar, 200 μm. (C) Box-and-whisker plot of body length values for indicated worm strains. Box lines represent median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. Gray dots represent individual values for each animal; 50 animals per each of the three replicates were analyzed. A Kruskal-Wallis test was used to calculate p-values; **** p < 0.0001.
(TIF) Click here for additional data file.

S3 Fig *pals-17* mutants have asynchronous and delayed development. (A) Representative DIC images of wild-type animals, pals-17(*) mutants, pals-20(*) mutants or pals-17(*) pals-20(*) mutants incubated for 24 h at 20°C, and images of *pals-17* mutants incubated for 30 h or 33 h at 20°C from L1 stage. The gonads of some animals are outlined with yellow lines for reference. Scale bar, 60 μm. (B) Gonad area measurements. Results shown are the average of two independent experimental replicates, with 25 animals assayed per replicate. Error bars are SD. A Kruskal-Wallis test was used to calculate p-values; *** p < 0.001; **** p < 0.0001; ns indicates no significant difference.
(TIF) Click here for additional data file.

S4 Fig Amino acid sequence analysis of PALS proteins. (A) A radial phylogram of the PALS protein family. Dark gray circles next to protein names indicate PALS proteins whose corresponding mRNA levels are significantly upregulated following IPR activation during microsporidia infection and in *pals-22* mutants [9,12]. Light grey circles next to protein names label PALS proteins whose corresponding mRNA levels are significantly upregulated only in *pals-22* mutant background. The branch length is indicated by the scale bar. (B) Amino acid sequence alignment between PALS-20, PALS-16 and PALS-17. Black boxes indicate identical amino acids; grey boxes indicate similar residues (defined in Materials and Methods).
(TIF) Click here for additional data file.

S5 Fig *pals-17* and *pals-20* regulate brood size of *C*. ***elegans*.** *pals-17* mutants have significantly lower brood sizes, and this phenotype is *pals-20*-dependent. Brood size measurements are shown as a box-and-whisker plot for wild-type, pals-17(*), pals-20(*) and pals-17(*) pals-20(*) animals. Box lines represent the median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. Red dots represent individual values for each animal; 19 animals were analyzed for each strain (at least five animals per each of the three experimental replicates). A Kruskal-Wallis test was used to calculate p-values; **** p < 0.0001; *** p < 0.001; ns indicates no significant difference.
(TIF) Click here for additional data file.

S6 Fig Additional images of PALS-17::GFP and PALS-20::wrmScarlet expression in the intestine. Expression of PALS-17::GFP and PALS-20::wrmScarlet translational reporters and their colocalization. Representative images showing separate green and red channels, as well as their overlap and overlap with DIC. Arrowheads indicate colocalization of fluorophores at the border with the intestinal lumen; arrows indicate areas of colocalization in other regions of intestinal cells. Scale bar, 20 μm.
(TIF) Click here for additional data file.

S7 Fig *pals-17* and *pals-20* translational reporters rescue growth phenotypes of pals-17(*) and pals-17(*) pals-20(*) mutants, respectively. (A, B) Body length measurements are shown as box-and-whisker plots for pals-17(*) (A) and pals-17(*) pals-20(*) animals (B). Animals expressing *pals-17*::*gfp myo-2p*::*mCherry* (A) and *pals-20*::*wrmScarlet myo-2p*::*mCherry* arrays (B) as well as their non-transgenic siblings were analyzed. Box lines represent median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. Red dots represent individual values for each animal; 50 animals per each of the three experimental replicates were analyzed. A Kolmogorov-Smirnov test was used to calculate p-values; **** p < 0.0001.
(TIF) Click here for additional data file.

S8 Fig Quantification of fluorescent bead accumulation in *pals-17*, *pals-20*, *pals-16* mutants and control strains. (A, B) Box-and-whisker plots of bead fluorescence levels per animal. Box lines represent median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. Data from three independent experimental replicates are shown. Red dots represent individual values for each animal; 50 animals were analyzed per strain per replicate. *eat-2(ad465)* mutant was used as a feeding-defective control. A Kruskal-Wallis test was used to calculate p-values; **** p < 0.0001; *** p < 0.001; ** p < 0.01; ns indicates no significant difference. AU = arbitrary units.
(TIF) Click here for additional data file.

S9 Fig Effects of intestinal overexpression of PALS-17 and PALS-20 on development and immunity. (A, B) Body length measurements are shown as box-and-whisker plots for pals-17(*) (A) and pals-17(*) pals-20(*) animals (B). Animals carrying intestinal *pals-17*::*gfp* (A) and intestinal *pals-20*::*wrmScarlet* arrays (B) as well as their non-transgenic siblings were analyzed. Box lines represent median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. Red dots represent individual values for each animal; 100 animals per each of the three experimental replicates were analyzed. A Kolmogorov-Smirnov test was used to calculate p-values; **** p < 0.0001. (C) Infection levels of animals overexpressing *pals-20*::*wrmScarlet* construct in the intestine and their non-transgenic siblings (wild type) that were infected with Orsay virus. Animals were scored based on the presence or absence of the Orsay virus-specific FISH probe fluorescence (six experimental replicates, at least 100 animals per replicate). Red dots represent the infection level for each replicate; the wild type was set at one for each replicate. Error bars are SD. A one sample Wilcoxon test was used to calculate the p-value; * p < 0.05. (D) Box-and-whisker plots of bead fluorescence levels per animal. Box lines represent median values, box bounds indicate 25^th^ and 75^th^ percentiles, and whiskers extend to the minimum and maximum values. Data from three independent experimental replicates are shown. Red dots represent individual values for each animal; 50 animals were analyzed per strain per replicate. *eat-2(ad465)* mutant was used as a feeding-defective control. A Kruskal-Wallis test was used to calculate p-values; **** p < 0.0001; ns indicates no significant difference. AU = arbitrary units.
(TIF) Click here for additional data file.

S1 Table Data shown in graphs in main and supplementary figures. (XLSX) Click here for additional data file.

S2 Table Amino acid sequence analysis of PALS-17, PALS-20 and PALS-16. (XLSX) Click here for additional data file.

S3 Table Differential expression analysis of RNA-seq data. (XLSX) Click here for additional data file.

S4 Table Normalized counts from RNA-seq analyses. (XLSX) Click here for additional data file.

S5 Table Full datasets from GSEA analyses. (XLSX) Click here for additional data file.

S6 Table List of strains used in this study. (XLSX) Click here for additional data file.

S7 Table Primers used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

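The deposited data hold 8 RNA-seq libraries, 4 of wild-type N2 animals grown for 48 h and 4 of pals-17(*) mutants grown for 72 h, both at 20 °C. The authors mapped paired-end reads to the C. elegans genome with Rsubread, analyzed them with limma-voom in Galaxy and removed genes with low expression. The table gives normalized log2 values, 1 per gene and library, for 14542 entries, of which 1 names no gene and was left out (0.00414% of the reads), leaving 14541 genes. The values are log2 CPM, where the reads plus 0.5 are divided by a scaled library size. Solving the steps between low values for each library gave the scaled library size and, for 100% of the values, a number of reads within 0.01 of a whole number (largest distance 0.000746). The paper's text does not name the method of scaling between libraries, the annotation used for counting or the use of strands. In the table 206 genes reach 1 CPM in fewer than 4 libraries and 3 genes in none.

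The depth was 17871320 to 23378799 recovered reads per library, so that a single read is worth between 0.0362 and 0.0681 CPM. A gene with 0 reads in all 4 libraries of a strain was given a floor of 3 reads over the group, which is 0.046 CPM in the wild type and 0.0291 CPM in mutants, and its fold change is written as a lower bound. For genes with 1 to 3 reads in a strain, the ratio is given with an exact 95% counting interval. Intervals and floors cover counting error only.

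The comparison of the strains used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with equal weights, an intensity trend in the prior variance, 2-sided tests and Benjamini-Hochberg adjustment over the 14541 genes. Genes with an adjusted p-value under 0.05 and a log2 fold change above 2 or below -2 were called upregulated or downregulated. Overlaps with gene lists were tested with a 1-sided Fisher's exact test against the 14541 genes, adjusted over 12 lists. The lists of IPR genes, of genes upregulated in pals-22(jy3) mutants and of genes upregulated in pals-17 pals-20 mutants come from S1 Table. Families were taken from gene names. Gene sets were tested with limma's camera at its preset correlation, adjusted over 18 published sets and, apart from these, over 10 lists of stage and tissue markers written from general knowledge of C. elegans genes. A mean log2 value per library was compared for each list and set with an exact 2-sided permutation test over 70 relabellings. For every count of genes or sets, all 35 splits of the 8 libraries into 4 and 4 were fitted in the same way. Coordinates and exon lengths were taken from Ensembl release 115 (WBcel235), which holds 14531 (99.93%) of the identifiers. The genome sequence was not used, so a bias by GC content was not tested.

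The tests, thresholds, lists and alternatives were chosen before the data were examined, except where the text says otherwise. The S3 and S4 Tables, which show part of the fold changes and levels, had been read by then. Genes named in the text are the paper's pals genes, Y82E9BR.5, zip-1, snb-1 and the 8 genes of its qRT-PCR; the 5 genes with the largest increase and the 5 with the largest decrease among called genes with a mean log2 value above 1 and strains apart; IPR genes that were not upregulated; and the 2 genes with the highest mean level in each family or list. The alternatives were precision weights from voom on the recovered reads, a prior variance without trend, robust empirical Bayes, the replicate number as a term, 0.1 or 1 CPM added before the log, 2 filters on low values, 4 other scalings (library totals, medians, quantiles and snb-1), reads thinned to equal depth, each library left out, a log2 fold change of 1, an adjusted p-value under 0.01, limma's treat, the paper's background for overlaps, and fry or an estimated correlation for gene sets.

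The procedure was tested on simulated data with 14541 genes, of which 200 were changed by a log2 fold change of 3 in either direction at a dispersion of 0.02. All 200 were called, with median estimates of 2.96 and -3.02, and 0 unchanged genes passed both thresholds, while 8 unchanged genes (3.85% of the calls) had an adjusted p-value under 0.05. The changed genes were drawn from well expressed genes only. Rises from the low levels of many upregulated genes (48.9% under 1 CPM in wild-type animals) were therefore not simulated. Library sizes were taken as known. The simulation thus says nothing on a change of most genes (83.7% in the data) or on the scaling between the strains.

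The WormCat categories, the GSEA program and the libraries of the other mutant strains were not used here. Of the sets in S5 Table, those with incomplete gene lists in the copy read here were left out.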

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

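The following were chosen after the results were seen: for the downregulated genes the tests of scaling, depth, offset and intestine share; for wild-type replicate 4 the tests of depth, label and age; for pals-17(*) replicate 1 the test of its label and the division of the depth test; for the pals-16 to pals-19 genes the tests of intestine share, region, scaling and paralogs; for the uninduced pals genes the tests of offset, scaling and depth; for the marker lists the tests of scaling, depth, age and intestine share as explanations; and the choice of the oocyte, molting cuticle and pals gene counts.

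Single libraries were compared with the other 3 libraries of their strain by Dixon's test in 160 groups of values. In 10 groups a library lay past the critical value, where chance alone gives about 8, and 5 of the 10 concern pals-17(*) replicate 1 and 3 concern wild-type replicate 4.

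In pals-17(*) replicate 1 the log2 of reads on listed genes was 24.15, against 24.35 to 24.38 in the other mutant libraries. The log2 value of zip-1 was 5.294 (others 5.078 to 5.112), that of act-4 10.89 (10.64 to 10.66), that of snb-1 6.818 (6.927 to 6.938) and that of dod-24 -3.164 (-1.316 to -0.99), where dod-24 had 2 reads in this library and 10 to 13 in the others. A mislabelled library is argued against by its lowest correlation with the other mutant libraries, 0.988, since no mutant library correlated above 0.766 with a wild-type library. After all libraries were thinned to the same number of reads, both dod-24 and act-4 (2 of 2) still set the library apart, which argues against depth as the source of these gaps. For zip-1 and snb-1 the gap passed the critical value in 0 of 2 after thinning, but thinning adds counting noise to gaps of this size, so depth cannot be told apart from other sources for these genes. A single test on all 4 genes had been set before the result was seen, and it was divided between these pairs of genes afterwards. No biological explanation for a single mutant library was tested.

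In wild-type replicate 4 the log2 value of pals-11 was -3.291, against -5.259 to -4.952 in the other wild-type libraries, where it rests on 1 read against 0. The value of argk-1 was 7.054 (others 6.547 to 6.596) and that of his-11 1.353 (0.5584 to 0.6626). The same library had 255 genes at 0 reads, the most of the 8, and the fewest reads on listed genes of the 8 (17871320). Its lowest correlation with the other wild-type libraries, 0.973, lies above all correlations across the strains, which argues against a label exchanged between the strains. A candidate explanation is that animals of this library were younger, since all 5 lists of sperm, oocyte and early embryo, germline, vitellogenin and adult cuticle genes (5 of 5) were lowest there among the wild-type libraries, with a mean log2 value of the oocyte and early embryo list of 0.804 against 2.31 to 3.114. The fall is not confined to these lists, since of all 10 lists 7 were lowest there, among them pharynx (1.559 against 2.326 to 2.772) and molting cuticle (8.141 against 8.253 to 8.549), which were not chosen as markers of a later stage. After all libraries were thinned to the same number of reads the 5 lists were still lowest there (5 of 5; oocyte and early embryo 0.804 against 2.33 to 3.108), which argues against depth as the source of the low lists, while depth was not tested for the 3 genes and the genes at 0 reads. A younger age was found and tested on the same libraries and remains a hypothesis.

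The mean log2 value of the sperm list was 3.655 in pals-17(*) replicate 3, against 3.799 to 3.827 in the other mutant libraries, and the log2 value of dpy-13 was 10.22 in wild-type replicate 2, against 10.54 to 10.55 in the other wild-type libraries. These are a single value each in its library, with about 8 expected by chance in all, and no explanation was tested for them.

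The paper reports upregulated genes, and 1087 genes were downregulated in pals-17(*) mutants. Of 35 splits of the libraries 1, that of the strains, gave as many, which is the smallest share that 8 libraries can give. The other splits hold both strains on each side, which puts the strain difference within the groups, and they gave 0 downregulated genes. This argues against chance no further than 1 of 35. Over the 4 other scalings the fewest downregulated genes were 536, with each library scaled to its total, so the number depends on the scaling, while downregulated genes were found under each of them. After thinning to equal depth 1091 genes were downregulated, and with 1 CPM added before the log 810, which argues against depth and against the offset. The mixed stage of the mutants and their longer growth cannot be told apart from the genotype, since 0 mutant libraries were grown as long as the wild type. A lower share of intestine in the mutants is argued against as the only source, since it would not lower genes of other tissues, and the molting cuticle list, which is not of intestine genes, had a median log2 fold change of -2.43. A test by distance from the intestine list had been set first, but the threshold places all downregulated genes below the median of that list, so it decides nothing and is not reported.

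All 22 genes of the oocyte and early embryo list were upregulated, and 16 of the 19 genes of the molting cuticle list were downregulated. Of 10 lists of stage and tissue markers, 7 passed the threshold by camera, but 14 of the 35 splits of the libraries gave as many, so chance cannot be excluded for the number of lists by that test. Of these 14, 10 keep 3 libraries of each strain together and so hold part of the difference between the strains, 1 is that of the strains, and 3 are among the 18 splits with 2 libraries of each strain on both sides. For the genes themselves, no other split of the libraries gave an upregulated or downregulated gene, but those splits have both strains on each side. Gene length is argued against, since the median of the molting cuticle list lay at percentile 0 and that of the oocyte and early embryo list at percentile 100 of 10000 random lists matched on exon length. Thinning to equal depth changed the direction or the call of 0 of the 7 lists. Of the 5 lists past the threshold other than body wall muscle and neuron, 0 changed direction or call under the 4 other scalings. The body wall muscle list did, with a median of 0.126 under quantile normalization, so for body wall muscle and neuron a difference that comes from the scaling stays open. These 2 lists were treated apart only after a first test over all 7, where 1 list, body wall muscle, changed direction by camera. By the rule then set this left the scaling open for the lists as a group. The median of the neuron list also changed sign, to 0.3024 with each library scaled to its total. A lower share of intestine alone is argued against by the molting cuticle list, which is not of intestine genes and had a median log2 fold change of -2.43. The lists of muscle, neuron and pharynx, which would then rise alike, differed by up to 2.06 in their median log2 fold change. That test decides little, since the width comes from the pharynx list, which did not pass the threshold by camera (adjusted p = 0.401) and overlapped between the strains. The paper states that the mutant harvest held some older and younger animals, so older animals were present. How far they account for the differences between the lists stays open. Of 3 lists of later stages, oocyte and early embryo, vitellogenin and adult cuticle, only 1, the first, was higher past the threshold. The medians of the vitellogenin and adult cuticle lists were also above 0, but the latter holds 5 genes that went in both directions. The sperm and germline lists, counted with these for wild-type replicate 4, were also higher past the threshold by camera (adjusted p = 3.4e-05 each). Growth for 72 h against 48 h is confounded with the strain.

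Of the 11 pals genes that the paper screened by RNAi as not strongly induced by infection, 9 were in the table and 4 were upregulated, namely pals-1, pals-31, pals-34 and pals-39, where 1.85 are expected by chance (1-sided Fisher's exact test, p = 0.0937, adjusted p = 0.102), and pals-39 is also in the list of IPR genes. The genes pals-23 (log2 fold change 1.73) and pals-24 (1.67) stayed under the threshold of 2. Of the splits of the libraries 1 of 35, that of the strains, gave as many upregulated genes. The other splits hold both strains on each side and gave 0 genes. This argues against chance for the change itself no further than 1 of 35. By Fisher's exact test the share of the list was not past the share of all genes. The offset and the scaling are argued against as the whole source, since 3 stayed upregulated with 1 CPM added before the log and at least 3 under each of the 4 other scalings, as is depth, with 4 after thinning. Reads shared with induced paralogs cannot be told apart from expression of these genes. Of the 4 genes, 3 lie farther than 20 kb from every other pals gene among the IPR genes (pals-1 1520 kb, pals-31 2260 kb and pals-34 4280 kb), but distance says little on how alike the sequences are, and the deposited values do not give the reads shared between genes. The longer growth of the mutants was not tested apart from the genotype.

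The neighbouring genes pals-16, pals-17, pals-18 and pals-19 on chromosome III were all lower in pals-17(*) mutants, with a median log2 fold change of -1.209, although only pals-17 carries the mutation. The scaling is argued against, since the highest value among the 4 genes over the 4 other scalings was -0.3579, and so are reads shared with induced paralogs, which would raise these genes, whereas the highest of the 4 was -0.954. A change of the whole region stays open, since 4 of the 8 other genes within 20 kb (50%) were lower at an adjusted p-value under 0.05 and 2 were higher, and 5994 of all 14541 genes were lower as well. A lower share of intestine, where the paper's reporters place pals-17 and pals-20, also stays open. The log2 fold change of pals-20 was 1.526, which goes against it, but this rests on 25 wild-type reads, becomes -0.34 with quantile normalization, and could include reads of the overlapping gene on the other strand. A direct effect of the pals-17 mutation on these genes was not tested, since the mixed stage of the mutants stands beside it.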

How the results depend on the processing

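The body wall muscle and neuron lists were separated from the other lists in the tests of scaling only after their results were seen, while the alternatives had been fixed beforehand.

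Under most alternatives the main results kept their direction and their side of the threshold. Of the comparisons of a main result with an alternative, 640 did so, while 13 counts moved by more than 1.5 times, 15 results no longer passed the threshold, 5 passed it only under the alternative and 4 reversed. Among genes and further sets named in the text 1638 comparisons stayed, 37 lost and 26 gained the threshold and 25 reversed. The alternatives shift the median log2 fold change of all genes by different amounts, from 0.00406 as deposited to 0.6 with each library scaled to its total, -0.274 with median centring, -0.117 with quantile normalization and 0.0603 with scaling to snb-1, and directions are relative to these scales.

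The upregulated IPR genes numbered 67 to 70 under all 24 alternatives, the upregulated pals genes 25 to 29, the major sperm protein genes 29 to 33, and the uninduced pals genes 3 to 6. The genes of the pals-22 list numbered 183 to 305 and those of the list of pals-17 pals-20 mutants 134 to 182. The log2 fold change of pals-17 lay between -2.45 and -1.27. The representation factor lay between 3.10 and 7.24 for the IPR genes and between 2.91 and 4.67 for the pals-22 list, and 12174 genes changed at an adjusted p-value under 0.05 became 11284 to 12527. With each library left out in turn, 2916 to 3023 genes were upregulated and 1058 to 1132 downregulated. With precision weights from voom, 3001 genes were upregulated and 1088 downregulated, and 2994 of the upregulated genes were the same.

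The deviations of libraries of the same number from their strain's mean correlated by -0.0167 to 0.0731 across genes, so no shared effect of the replicate number was seen. This cannot show whether libraries of the same number were grown or prepared together. In the deposited column names the running sample numbers alternate between the strains by replicate. With the replicate block 2995 genes were upregulated and 1088 downregulated, and clec-86 (-0.7127, adjusted p = 0.0383) and Y82E9BR.5 (0.3309, adjusted p = 0.0335) passed the threshold.

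The count of upregulated genes fell to 1799 with 1 CPM added before the log and to 1922 with quantile normalization, of which 1888 are among the 2995. Downregulated genes fell to 536 with each library scaled to its total, and rose to 2910 with a log2 fold change past 1 and to 2182 with treat, as these thresholds are lower by construction. Upregulated F-box genes fell to 36 with 1 CPM added, 45 with quantile normalization and 53 with the filter on a mean log2 value above 0, and MATH genes to 22 with 1 CPM added. Adding 1 CPM shrinks fold changes from low levels by construction, and the filter leaves fewer genes to test, while the cause of the other shifts was not tested. Of the published sets 4 were higher and 0 lower by camera with the estimated correlation, 9 were lower with fry, and 8 were lower with each library scaled to its total; the cause was not tested.

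With the correlation estimated from the data, none of the marker lists passed the threshold (adjusted p of 0.414 to 0.934), while their medians do not depend on the test, being 2.872 for germline, -1.874 for intestine, -2.428 for molting cuticle, 5.781 for oocyte and early embryo, 2.472 for sperm, -0.611 for body wall muscle and -0.2938 for neuron. With fry the lists of vitellogenin (1.177) and pharynx (1.446) passed it as higher, and the adult cuticle list passed it as lower, against its median of 3.007. The vitellogenin list also passed it with quantile normalization (1.972) and with the replicate block (1.177). The median of the neuron list was short of the threshold at -0.54 with quantile normalization, 0.3024 with each library scaled to its total, -0.2376 with scaling to snb-1 and -0.2938 with the filter on a mean log2 value above 0, and between -0.3545 and -0.2631 with each library left out, where the call was lost without wild-type replicate 2, pals-17(*) replicate 3 or pals-17(*) replicate 4. The body wall muscle list was at -0.01481 and short of the threshold with each library scaled to its total and reversed to 0.1265 with quantile normalization. Camera's direction for the adult cuticle list reversed with median centring (median 2.73), quantile normalization (2.861) and without wild-type replicate 4 (2.082, in a range of 2.082 to 3.546 over the libraries left out), never past the threshold. For the genes downregulated on B. megaterium it reversed with the filter of 1 CPM in 4 libraries (-0.4987), the filter on a mean log2 value above 0 (-0.5644), the replicate block (-0.3148), scaling to snb-1 (-0.2586), library totals (0.2814) and without pals-17(*) replicate 3 or wild-type replicate 1 or 2 (between -0.4027 and -0.2008 over all libraries left out), never past the threshold. The cause was not tested for these lists.

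Single genes reversed under the scalings only. With quantile normalization the log2 fold changes became 0.4529 for act-4, 0.5146 for egl-3, 0.4161 for math-33, -0.3359 for pals-20, -0.2665 for pals-22, -0.5222 for pals-25, 0.4132 for snb-1, 0.007885 for unc-54, 0.1846 for Y119D3B.21 and -0.3389 for Y82E9BR.5. With each library scaled to its total they became 0.1855 for act-4, 0.4576 for egl-3, 0.3572 for fbxl-1, 0.232 for math-33 and 0.54 for snb-1, all below the shift of 0.6 of the median gene. With median centring they became -0.1844 for M01G12.9 and -0.1855 for skr-3. The shift of all genes accounts for the reversals under library totals and median centring, while the cause under quantile normalization was not tested.

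Depth limits the genes near the floor. In 379 upregulated genes the wild type had 10 or fewer reads in all, and pals-20, with 25 wild-type reads, was removed by both filters, so it has no value there.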

Differences from the paper's values

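No test reported in this part was chosen after its result was seen. Of 40 values of the paper that were also computed here, 0 differed by more than 1.5 times or, for log2 fold changes, in direction or by more than the larger standard deviation of the libraries of a strain. For 31 log2 fold changes of S3 Table the largest difference was 0.04. The paper's count of upregulated genes is 3001 and the count here 2995, and with precision weights from voom on the recovered reads, an alternative fixed beforehand, it was 3001. The paper's counts of 70 IPR genes, 262 genes of the pals-22 list and 172 genes of the list of pals-17 pals-20 mutants equal those here. The paper's representation factors are 5.1 for the IPR genes and 3.4 for the pals-22 list, and those here 4.41 and 3.55, where the paper used a background of 17611 genes; with that background they were 5.15 and 3.37. The paper's counts by WormCat category are 31 major sperm protein genes, 79 F-box genes and 19 genes with an ALS2CR12 domain, and the families counted by gene name here gave 32, 81 and 26, so the groups are not defined alike. Of 17 sets of S5 Table that were complete, 16 had by camera the direction that the paper gives. The paper's methods leave sets with fewer than 15 genes out of the statistics, and 6 of the 17 are smaller, although the table gives scores for them. For the genes downregulated on B. megaterium this direction (adjusted p = 0.978) goes against their median log2 fold change of -0.315 and reversed under 8 alternatives. Camera therefore decides nothing on this set. With fry it passed the threshold as higher (adjusted p = 0.00609), the direction that the paper gives. By camera the 9 genes downregulated 12 h after M. humicola infection did not have the paper's direction (median log2 fold change -1.16, adjusted p = 0.0855), where the set passed the threshold in neither analysis. These comparisons cover direction only. The sets called lower here by camera had false discovery rates of 0.338 to 0.549 in the paper's GSEA, which its figure counts as no significant correlation. The same holds for the genes downregulated 24 h after M. humicola infection, called higher here by camera (false discovery rate 0.327 in the paper).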

Other observations

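The test of germline RNA by chromosome and the tests of the scaling and of a mislabelled library for the excess of upregulated genes were chosen after the results were seen.

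More genes were upregulated (2995) than downregulated (1087) in pals-17(*) mutants. This excess held under the 4 other scalings, with a lowest ratio of 1.2 under quantile normalization, after thinning to equal depth (2.75) and with 1 CPM added before the log (2.22), which argues against scaling, depth and the offset as its whole source. Leaving the 100 most abundant genes out of the totals left 87.1% of the difference in scaling between the strains, so a few abundant genes do not account for it. In each of 3 classes of exon length more genes were upregulated than downregulated, with a lowest ratio of 1.79 in the long class and 3.97 in the short class, so length goes with the size of the excess but not with its presence. Every library correlated better with its own strain (0 exceptions), which argues against a mislabelled library. Of 35 splits of the libraries 1, that of the strains, gave as many genes, the smallest share that 8 libraries can give. The other splits hold both strains on each side and gave 0 genes. Chance is thus argued against no further than 1 of 35. A candidate explanation for part of the excess is more germline RNA in the mutants, since 9.75% of the X-linked genes were upregulated (192 of 1969) against 22.3% of the autosomal genes (2802 of 12549; Fisher's exact test, p = 5.55e-43), while 12.1% against 6.73% were downregulated, and the germline list was higher with a median of 2.87. It was found and tested on the same libraries, the call on the germline list was lost with an estimated correlation, and the longer growth of the mutants stands beside it.

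The IPR genes were higher in pals-17(*) mutants under each alternative that was tried. After thinning to equal depth 70 were upregulated, with 1 CPM added before the log 69, and over the 4 other scalings 69 at the fewest, which argues against depth, offset and scaling. Their median log2 fold change lay at percentile 100 of 10000 random lists matched on exon length, which argues against a length bias. Outside the pals and F-box families 86.3% of the IPR genes (44 of 51) were upregulated, against 26 of 26 inside, so reads shared between paralogs of these families do not account for the rise. Of 35 splits 1, that of the strains, gave as many upregulated IPR genes. The other splits hold both strains on each side and gave 0 changed genes of any kind. The count therefore adds nothing on the IPR genes beyond the difference of the strains. The mixed stage and the longer growth of the mutants cannot be told apart from the genotype in these libraries, since 0 mutant libraries were grown as long as the wild type, and a bias by GC content was not tested.

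The number of genes changed was as large in 1 of 35 splits, that of the strains. The same held for the upregulated genes of the pals-22 list and of the list of pals-17 pals-20 mutants. It also held for those of the pals, F-box, MATH and major sperm protein families. The other splits hold both strains on each side and gave 0 genes, so these counts argue against chance no further than 1 of 35. They do not test a single list apart from the strain difference. For the number of published sets past the threshold by camera, 3 of 35 splits gave as many. Chance cannot be excluded for that number by this count. The other 2 of these 3 splits keep 3 libraries of each strain together and so hold part of the difference between the strains, while the 18 splits with 2 libraries of each strain on both sides gave at most 1 set, which argues against chance but with the split of the strains makes only 1 of 19.

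Among the IPR genes that were not upregulated, his-11, his-44, hsp-17 and Y119D3B.21 were lower in mutants at an adjusted p-value under 0.05, the last of them not with quantile normalization or with each library scaled to its total. The genes dod-23 and dod-24 were among the largest increases and the largest decreases, with log2 fold changes of 9.85 and -10.74. Per chromosome, the share of upregulated genes was 22.7% on I, 24.7% on II, 16.5% on III, 25.6% on IV, 21.7% on V and 9.75% on X.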
